# Crosstalk between cancer-associated fibroblasts and non-neuroendocrine tumor cells in small cell lung cancer involves in glycolysis and antigen-presenting features

**DOI:** 10.1186/s10020-024-01051-y

**Published:** 2024-12-25

**Authors:** Yuanhua Lu, Hui Li, Peiyan Zhao, Xinyue Wang, Wenjun Shao, Yan Liu, Lin Tian, Rui Zhong, Haifeng Liu, Ying Cheng

**Keywords:** SCLC, CAF, Glycolysis, STING signaling, Antigen presentation

## Abstract

**Background:**

Small cell lung cancer (SCLC) is a highly fatal malignancy, the complex tumor microenvironment (TME) is a critical factor affecting SCLC progression. Cancer-associated fibroblasts (CAFs) are crucial components of TME, yet their role in SCLC and the underlying mechanisms during their interaction with SCLC cells remain to be determined.

**Methods:**

Microenvironmental cell components were estimated using transcriptome data from SCLC tissue available in public databases, analyzed with bioinformatic algorithms. A co-culture system comprising MRC5 fibroblasts and SCLC cell lines was constructed. RNA sequencing (RNA-seq) was performed on co-cultured and separately cultured MRC5 and H196 cells to identify differentially expressed genes (DEGs) and enriched signaling pathways. Glycolysis and STING signaling in SCLC cells were assessed using glucose uptake assays, qRT-PCR, and Western blot analysis. Immunohistochemical staining of SCLC tissue arrays quantified α-SMA, HLA-DRA and CD8 expression.

**Results:**

Non-neuroendocrine (non-NE) SCLC-derived CAFs exhibited more abundance and DEGs than NE SCLC-derived CAFs did, which interact with non-NE SCLC cells can induce the enrichment of glycolysis-related genes, increasement of glucose uptake, upregulation of glycolytic signaling proteins in non-NE SCLC cells and accumulation of lactate in the extracellular environment, confirming CAF-mediated glycolysis promotion. Additionally, glycolysis-induced ATP production activated STING signaling in non-NE SCLC cells, which upregulated T cell chemo-attractants. However, CAF abundance did not correlate with CD8 + T cell numbers in SCLC tissues. Additionally, non-NE SCLC cell-educated CAFs exhibited features of antigen-presenting CAFs (apCAFs), as indicated by the expression of major histocompatibility complex (MHC) molecules. Co-localization of HLA-DRA and α-SMA signals in SCLC tissues confirmed apCAF presence. The apCAFs and CD8 + T cells were co-located in the SCLC stroma, and there was a positive correlation between CAFs and regulatory T cell (Treg) abundance.

**Conclusion:**

Our findings suggest that crosstalk between CAFs and non-NE SCLC cells promotes glycolysis in non-NE SCLC cells, thereby increase T cell chemo-attractant expression via activating STING signaling. On the other hand, it promotes the presence of apCAFs, which probably contributes to CD8 + T cell trapping and Treg differentiation. This study emphasizes the pro-tumor function of CAFs in SCLC by promoting glycolysis and impairing T cell function, providing direction for the development of novel therapeutic approaches targeting CAF in SCLC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-024-01051-y.

## Introduction

Small cell lung cancer (SCLC) is known as rapid growth, early metastasis and refractory (Rudin et al. 2021). Majority of SCLC patients were diagnosed as extensive stage and quickly develop resistance to chemotherapy and radiotherapy (Nicholson et al. 2016). Although combining chemotherapy with immune checkpoint inhibitors (ICIs) has marked a milestone in SCLC treatment, the survival benefits are limited (Cheng et al. 2022; Liu et al. 2021). The complex tumor microenvironment (TME) of SCLC is a critical factor in limiting therapeutic response, while our understanding of the interactions within the SCLC TME is still incomplete.

SCLC is a heterogeneous tumor, comprising both neuroendocrine (NE) and non-neuroendocrine (non-NE) cells, further classified into four subtypes (SCLC-A, SCLC-N, SCLC-P, SCLC-Y) based on the expression of lineage-defining transcription factors ASCL1, NEUROD1, POU2F3, and YAP1(Rudin et al. 2019). Additionally, there is a specific SCLC-I subtype with low expression of these transcription factors but high expression of inflammatory genes (Gay et al. 2021). Immune TME heterogeneity, elucidated through immunohistochemistry and single-cell transcriptomics, indicates that non-NE subtypes (SCLC-Y and SCLC-I) have more immune cell infiltration and inflammatory gene signatures than NE subtypes (SCLC-A and SCLC-N)(Dora et al. 2020; Tian et al. 2022). Recent studies have highlighted the crucial role of cancer-associated fibroblasts (CAFs) in SCLC TME heterogeneity, with hybrid-NE subtypes exhibiting more CAFs (Desai et al. 2024). Our previous work also demonstrated that CAFs promote NE SCLC cells reprogram to non-NE cells (Lu et al. 2024). According to these studies, CAF and immune features vary among different subtypes in SCLC.

In other cancers, the interaction between CAFs and tumor or immune cells has been well-documented. CAFs contribute to tumor cell proliferation, metabolic reprogramming, drug resistance, and metastasis(Chen et al. 2021). Metabolic reprogramming is hallmark of cancer, cancer cells rely primarily on glycolysis for glucose metabolism even in the presence of oxygen, which has been referred as the Warburg effect (Hsu et al. 2008). CAFs contact with cancer cells can lead to profound changes in glucose metabolism. Cancer cells can induce a glycolytic phenotype in CAFs, increasing their glucose uptake and metabolites efflux (Becker et al. 2020; Cruz-Bermúdez et al. 2019; Radhakrishnan et al. 2019). The metabolites, including lactate, glutamine and ketone bodies, are exploited by cancer cells, leading to a metabolic switch from glycolysis to respiration (Li et al. 2021). This process involves upregulation of lactate export transporter MCT4 in CAFs and lactate import transporter MCT1 in cancer cells, contributing to TME acidification, which impacts anti-tumor immune responses and drug efficacy(Apostolova et al. 2022; Payen et al. 2020). Notably, there are other ways to reshape tumor metabolism by CAFs, like the cargos of extracellular vesicle (EV), deriving from CAFs, can involve in metabolism reprogramming of tumor cells, even to promote glycolysis(Zhang et al. 2024; Zhao et al. 2016).

The interaction between CAFs and immune cells also plays a significant role in tumor progression. Certain CAF populations recruit myeloid-derived suppressor cells (MDSCs)(Yang et al. 2016; Zhu et al. 2023), exclude T cells (Grout et al. 2022), or promote M2 macrophage polarization (Chen et al. 2024), inducing immunosuppression. Noteworthy, Some CAF subtypes have direct immune-modulatory capacities, such as antigen-presenting CAFs (apCAFs) that express MHC class II genes and CD74, presenting antigens to CD4 + T cell in pancreatic ductal adenocarcinoma (Elyada et al. 2019a, b). The apCAFs also been found in other cancers including non-small cell lung cancer, breast cancer and colorectal cancer(Harryvan et al. 2022a, b; Kerdidani et al. 2022; Sebastian et al. 2020). However, apCAFs lack co-stimulatory molecules necessary for T cell activation and proliferation. Thus, apCAFs have been found to induce the naïve CD4 + T cells to regulatory T cells (TregsElyada et al. 2019a, b; Huang et al. 2022). Similar findings have been reported in colorectal cancer, where CAFs express MHC I molecules and cross-present antigens to CD8 + T cells but suppress their function due to the absence of co-stimulatory molecules (Harryvan et al. 2022a, b), thus the cytotoxic T cells might be trapped by cross-presenting CAFs in the stoma by antigen-specific manner. SCLC is not the stroma-rich cancer, whether CAFs from SCLC can regulate immune response by these manners are still unknown.

Here, we show that the crosstalk between CAFs and non-NE SCLC cells promotes glycolysis, activating STING signaling in non-NE SCLC cells and leading to the expression of T cell chemo-attractants, but CAFs has no impact on CD8 + T cell numbers. Additionally, our findings reveal the presence of apCAFs during the crosstalk between CAFs and non-NE SCLCcells, with CD8 + T cells and apCAFs co-localized in stromal regions. CAF abundance is positively correlated with Tregs, indicating a potential role for apCAFs in impairing T cell function. Thus, the interaction between CAFs and non-NE SCLC cells involves glucose metabolic reprogramming and T cell function, targeting these mechanisms may improve therapeutic response of SCLC.

## Materials and methods

### Cell culture

Human SCLC cell lines SBC-5, H196 and primary human lung fibroblast MRC-5 were purchased from Zhong Qiao Xin Zhou Biotechnology Company (Shang Hai, China), SCLC cell line H69 were obtained from Procell Life Science &Technology company. SCLC cell lines and MRC5 fibroblasts were cultured in RPMI 1640 and MEM medium, respectively, all of which were supplemented with 10% (*v/v*) FBS and 100 IU/mL of penicillin and streptomycin. Cells were incubated at 37 ℃ in a 5% CO_2_ in air humidified incubator. To construct the co-culture system, SCLC cells and MRC-5 cells were plated in 6-well plate or polyester membrane of transwell insert with 0.4-µm pore size (Labselect, Hefei, China) at a density of 1.5 × 10^5^/well, respectively. Cells act as inducers were seeded in polyester membrane of transwell, induced cells were seeded into 6-well plate.

### Transfection of siRNAs

Silencer Select siRNAs for human HK1, FGF5 and FGF17 were obtained from GenePharma (Suzhou, Zhejiang, China). SBC-5 and H196 cells were transfected with siRNAs for HK1, MRC5 fibroblasts were transfected with siRNAs for FGF5 and FGF7 by Lipofectamine RNAi MAX reagent (Invitrogen, Carlsbad, CA, USA) in accordance with the manufacturer’s instructions. SiRNA for Negative Control was used as the scrambled control.

### RNA-sequencing (RNA-seq) and pathway enrichment analysis

Total RNA of MRC-5 cells co-cultured with H69 or H196 or mono-cultured for 7 days, and H196 cells co-cultured with MRC-5 or mono-cultured for 7 days was extracted using TRIzol reagent, RNA-seq was performed by BGI (Wuhan, China). Three parallel replicates were prepared for each group. In brief, mRNAs were enriched by oligo(dT) magnetic beads, enriched mRNAs were fragmented and synthesized to cDNA. cDNA fragments were end repaired and adenylated at 3′ ends, then universal adapters were ligated to cDNA fragments, followed by PCR amplification. The library products were sequenced by BGIseq-500. Raw data were filtered using SOAPnuke (v1.5.6) and clean reads were aligned to the reference genome (GCF_000001405.39_GRCh38.p13) by HISAT. Then Bowtie2 was used to align clean reads to the reference gene sequence and obtained alignment results. The pathway analysis for differentially expressed genes (DEGs) was performed on the Dr. Tom network platform of BGI (http://biosys.bgi.com/).

### Datasets and bioinformatics analysis

The transcriptomic data of SCLC tissues were downloaded from cBioPortal for Cancer Genomics database (https://www.cbioportal.org/) (George_2015) and Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/) (GSE60052) according to the guidance. Bioinformatics analysis was performed using R Studio (version 4.3.2). Immune and stroma cells were estimated using xCell (version 1.1.0), MCP-counter (version 1.2.0) and EPIC (version 1.1.7) packages which obtained from GitHub (https://github.com/). NE score was calculated as Zhang and colleagues reported (Zhang et al. 2018), Pearson correlations between expression of NE and non-NE genes in the George’ cohort or in the GSE60052 dataset was performed, NE score for every case was calculated by the formula: NE score = (correl NE − correl non-NE)/2. NE score > 0 referred as NE phenotype and NE score < 0 inferred as non-NE phenotype.

### RNA extraction and qPCR

Total RNA of cells was extracted using TRIzol reagents (Invitrogen, Carlsbad, CA, USA) and quantified by NanoDrop, followed by reverse transcription into cDNA using ReverTra Ace qPCR RT Master Mix (TOBOYO, Osaka, Japan). Real-time qPCR was performed using BeyoFast SYBR Green qPCR Mix and run on Agilent Mx3000P qPCR System (Palo Alto, CA, USA). 2^−ΔΔCt^ method was used to calculate comparative Ct and normalized to*β-actin*. Details of specific premiers used in this study were listed in Supplementary information.

### Western blotting

Total cell lysate was extracted using RIPA reagent complemented with Phosphatase and protease inhibitor mix (Beyotime, Beijing, China). Protein in cell lysate was quantified by BCA assay kit (Beyotime, Beijing, China) and equal amounts of protein of each group was resolved on 4–12% SDS-PAGE (ACE, Jiangsu, China) followed by transferred onto PVDF membranes (Millipore, Darmstadt, Germany). Blots were blocked with 5% milk at room temperature for 1 h and then cut prior to hybridization with primary antibodies at 4 ℃ overnight. Blots washed with TBST before HRP-conjugated secondary antibodies incubation. Chemiluminescent weas stimulated by ECL reagent (Beyotime, Beijing, China) and detected on GelDoc XRS + IMAGELAB system (Bio-Rad, CA, USA). Details of antibodies were listed in Supplementary information. Densitometric analyses of blots were performed using Image J software.

### Glucose uptake assay

Glucose uptake was measured using 2-NBDG probe. In brief, Co-cultured or individually cultured H196 or SBC-5 cells plated into 6-well plates at 1.5 × 10^5^ cells/well and cultured overnight, then cells were washed and incubated in medium with 50 µM 2-NBDG for 30 min at 37℃. After that, cells were washed twice and trypsinized, the intracellular 2-NBDG uptake was measured by detecting FITC fluorescence using a FACSCanto II flow cytometry.

### Lactate assessment

Lactate concentration in cell culture media was assessed using L-Lactic Acid (LA) Colorimetric Assay Kit (Elabscience, Wuhan, Hubei, China). In brief, SBC-5, H196 cells and MRC-5 fibroblasts which have undergone indicate treatment were co-cultured or cultured separately. Forty-eight hours before the end of the experiment, cell culture media was replaced with fresh one. Media was collected on the 7th day and centrifuged to remove sediment. Mixed the media of separately cultured SCLC cells and MRC5 cells evenly in equal proportions as control (the “Mo” group). The lactate concentration in media were detected according to the manufacturer’s instructions. All the lactate concentration was normalized by cell protein concentration.

### ELISA

Human FGF17 ELISA kit (COIBO BIO, Shanghai, China) was used to measure the FGF17 levels in culture media of MRC5 cells. Briefly, MRC5 fibroblasts were cultured separately or co-cultured with SBC-5 or H196 cells for 7 days, then SCLC cells were removed and cell culture media were replaced with fresh one. Forty-eight hours later, FGF17 levels in culture media were determined using ELISA kit according to the manufacturer’s instructions.

### ATP measurement

Intracellular ATP was measured by an ATP Luminescent Cell Viability Assay Kit (YEASEN, Shanghai, China). Briefly, co-cultured or individually cultured H196 or SBC-5 cells plated into 96-well plates at 1 × 10^4^ cells/well and cultured overnight, then remove the culture medium and washed cells by PBS, testing reagent was added to cells at 100 µl/well and mixed on the shaker at room temperature for 2 min. After placed for 10 min, the ATP luminescence signals were measured using a microplate reader (CLARIO star, BMG LABTECH, Offenburg, Germany) at 560 nm.

### Tissue arrays and immunohistochemical staining (IHC)

Tissue arrays (R801001) were obtained from ZK biotech company (Xi’an Shanxi, China), containing 80 samples from 37 SCLC patients and 3 healthy controls (Supplementary Table S1). IHC stains were performed on tissue arrays using ultra-sensitive SP IHC Kit (MXB biotechnologies, Fuzhou, Fujian, China). In brief, consecutive slides were rehydrated, then 3% H_2_O_2_ was used to block peroxidase activity. After that, antigen was retrieved using EDTA. Consecutive sections were subjected to staining with the following antibodies: α-SMA (Abclonal, 1:50, Wuhan, Hubei, China), CD8 (Proteintech, 1:20000, Chicago, Illinois, USA) and HLA-DRA (Proteintech, 1:800, Chicago, Illinois, USA), CD56 (Proteintech, 1:6000, Chicago, IL, USA) and REST (Proteintech, 1:400, Chicago, IL, USA). The stained slides were scanned using PanoBrain analyzer (Wuhan, Hubei, China). IHC score of α-SMA was evaluated as previous reported(Li et al. 2019), calculating by the proportion of positively cells per the whole cells (0, < 5%; 1, 6–25%; 2, 26–50%; 3, 51–75%; 4, 76–100%)(a) multiplied the intensity of staining (0, negative; 1, weak staining; 2, medium staining; 3, strong staining) (b). The CD8 + T cells density was measured by Aipathwell software(Benonisson et al. 2019), calculating by positive cell count/area of testing tissue.

### Statistics

Statistical analysis was performed using GraphPad Prism 8.0 software. All data were presented as mean ± SEM. Significance was measured using two tailed Student’s *t*- test or Mann–Whitney U test. Correlation analysis was determined using Spearman’s correlation. *P* value < 0.05 considered statistically significant.

## Results and analysis

### Heterogeneity of SCLC-derived CAFs in abundance and transcriptome

To explore the role of CAF in SCLC, we estimated CAF abundance in SCLC tissues using data from George’ study and GSE60052 dataset with xCell, MCP-counter and EPIC algorithms. Our analysis revealed that CAFs were more abundant in non-NE SCLC compared to NE SCLC in both datasets (Fig. 1A). Next, we performed RNA sequencing on CAFs educated by NE SCLC cell line H69 and non-NE SCLC cell line H196 in vitro. 

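MRC5 is a human lung fibroblast line, H69 a NE SCLC line that served as one partner, and H196 a non-NE SCLC line that served as the other. MRC5 cells were grown alone (MRC5_Mo) or with H69 (MRC5_coH69) or H196 cells (MRC5_coH196) for 7 days, with the partner on a transwell insert with 0.4-µm pores, and 3 libraries were made per group. mRNA was captured with oligo(dT) beads and sequenced on the BGIseq-500. The authors cleaned the reads with SOAPnuke, aligned them with HISAT to GRCh38.p13 and with Bowtie2 to the reference gene sequences, and deposited an expected count and an FPKM value per gene and library. An expected count can split a read between genes, and 93.7% of the count values in the MRC5 table were whole numbers. The table lists 16382 genes, all of them of type mRNA. Counts per library ranged from 18554505 to 18817195 in MRC5_Mo (median 18743990), from 18587957 to 19106683 in MRC5_coH69 (median 18706801) and from 18476890 to 19170560 in MRC5_coH196 (median 19122677). The counts were rounded to whole numbers, scaled by TMM factors and tested with edgeR's quasi-likelihood test, with the 9 MRC5 libraries in one model. After edgeR's filter on low counts, 12819 genes were tested. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.58. A gene with no count in a library can hold up to 3 counts, or 0.156 to 0.162 CPM (counts scaled to the library size) in the MRC5 libraries. That limit covers counting error only.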

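Against MRC5_Mo cells, 4092 genes were DEGs in MRC5_coH196 cells, of which 2207 were higher and 1885 lower. In MRC5_coH69 cells 71 genes were DEGs, of which 54 were higher and 17 lower. The comparison of MRC5_coH196 with MRC5_coH69 cells gave 3618 DEGs, with 1943 higher and 1675 lower in MRC5_coH196 cells. Of the alternative settings, by ratio, a log2 fold change limit of 1 moved the MRC5_coH196 count most, to 1564 genes, and no limit at all moved the MRC5_coH69 count most, to 859. The balance of directions depended on the scale. On log2(FPKM + 1) the median log2 fold change of all genes in MRC5_coH196 cells was -0.13, and 914 DEGs were higher and 2080 lower. The libraries of the groups did not overlap for 75.5% of the genes tested in MRC5_coH196 cells and for 25.7% in MRC5_coH69 cells, where chance gives 10% for 3 libraries against 3. Among DEGs with a mean of at least 10 CPM over the 9 MRC5 libraries and groups that did not overlap, CA9 (gene ID 768, GRCh38.p13 chromosome 9, 35673809 to 35681159) rose most in MRC5_coH196 cells. Its FPKM was 33.9 ± 3.49 (SD, n = 3) against 0.283 ± 0.166 (SD, n = 3) in MRC5_Mo cells, a log2 fold change of 7.06 (standard error 0.17, adjusted p = 1.84e-21). It rested on 712 to 905 counts per library against 3 to 11. NDRG1 (10397, chromosome 8, 133237171 to 133297304) had 933 ± 80.8 against 34.5 ± 0.732 FPKM, a log2 fold change of 4.93. DIO2 (1734, chromosome 14, 80197526 to 80231057) fell by 2.92 on the log2 scale, the largest fall among these genes. Among such DEGs in MRC5_coH69 cells, the largest rises were those of DHRS3 (9249, chromosome 1, 12567910 to 12631397) with a log2 fold change of 2.01 (adjusted p = 5.92e-12) and SULF1 (23213, chromosome 8, 69466624 to 69660912) with 1.82 (adjusted p = 4.52e-14), and the largest fall was that of KCNQ5 with -0.67 (adjusted p = 0.000439).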

The results showed that MRC5 cells co-cultured with H196 (MRC5_coH196) had significantly more DEGs compared to those co-cultured with H69 (MRC5_coH69) (4011 vs. 42) (Fig. 1B). Additionally, the DEGs between MRC5_coH196 and MRC5_coH69 were distinct (Fig. 1C). 

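Of the DEGs in MRC5_coH196 and MRC5_coH69 cells, 40 were shared, 4052 were found only in MRC5_coH196 and 31 only in MRC5_coH69 cells. If the lists were independent, 22.7 shared genes would be expected, but both were called against the same MRC5_Mo libraries. Among the shared genes 32 changed in the same direction and 8 in opposite directions. DHRS3 rose in both co-cultures by a similar amount, with a log2 fold change of 2.14 in MRC5_coH196 cells and no significant difference between the co-cultures (log2 fold change 0.13, adjusted p = 0.173). SULF1 rose in both, but was lower in MRC5_coH196 than in MRC5_coH69 cells (log2 fold change -0.68, adjusted p = 5.4e-09). NDRG1, which rose in MRC5_coH196 cells, was also higher in MRC5_coH69 cells, with a log2 fold change of 0.44 (adjusted p = 2.38e-05), below the limit for a DEG. Across the genes tested, Pearson's r between the log2 fold changes of the co-cultures was 0.31 and Spearman's rho 0.40, and 65.7% of genes had the same sign. Genes are not independent replicates, and the shared MRC5_Mo libraries alone make such values positive. In 20 simulations of unchanged groups that shared their MRC5_Mo libraries, r was 0.50 on average (from 0.46 to 0.52), rho 0.45, and 65.6% to 67.2% of genes had the same sign. The values found were not above those of unchanged groups. MRC5_coH196 cells changed strongly, however, so groups simulated without change cannot decide whether the co-cultures share a response. The simulations gave at most 2 shared DEGs and at most 4 DEGs in the group standing for MRC5_coH69.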

PCA analysis confirmed significant differences in the expression profiles between MRC5_coH196 and MRC-5 cells, whereas MRC5_coH69 and MRC-5 cells showed similar transcriptomes (Fig. 1D). This trend was further validated by the heatmap analysis (Fig. 1E). These findings indicate that CAFs in NE and non-NE SCLC are heterogeneous in both abundance and transcriptome. 

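The principal components were computed from log2 CPM of the genes tested, with a prior count of 2 and without scaling of the genes. The first component held 80.6% of the variance and the second 4.38%. On the first component, MRC5_coH196 libraries lay between 50.8 and 55.1, MRC5_Mo libraries between -30.1 and -27.9 and MRC5_coH69 libraries between -24.5 and -23.2. On the second component, MRC5_Mo libraries lay between 2.66 and 15.04 and MRC5_coH69 libraries between -14.6 and -7.24, so the groups did not overlap there either. The distance from the centre of the MRC5_Mo libraries, over all components, was 82.1 for MRC5_coH196 and 21.1 for MRC5_coH69, a ratio of 3.88 (SD 0.137 over the libraries). Each distance was the largest that any regrouping of the 6 libraries gave (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Scaling each gene to unit variance moved the ratio most, to 2.62.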

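The distances between single libraries show the same order. Libraries of one group lay 28.3 apart on average in MRC5_Mo, 28.5 in MRC5_coH196 and 27.9 in MRC5_coH69. An MRC5_coH69 library lay between 28.8 and 34.2 from an MRC5_Mo library, above the average within the groups in each case. For MRC5_coH196 these distances ran from 82.5 to 88.9. From the numbers of DEGs, the PCA and the heatmap, together with the abundance estimated in tissues, the paper concludes that CAFs differ between NE and non-NE SCLC.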

The greater abundance and number of DEGs in non-NE SCLC-derived CAFs suggest more frequent and crucial crosstalk between CAFs and non-NE SCLC cells compared to NE SCLC cells.

**Fig. 1:**
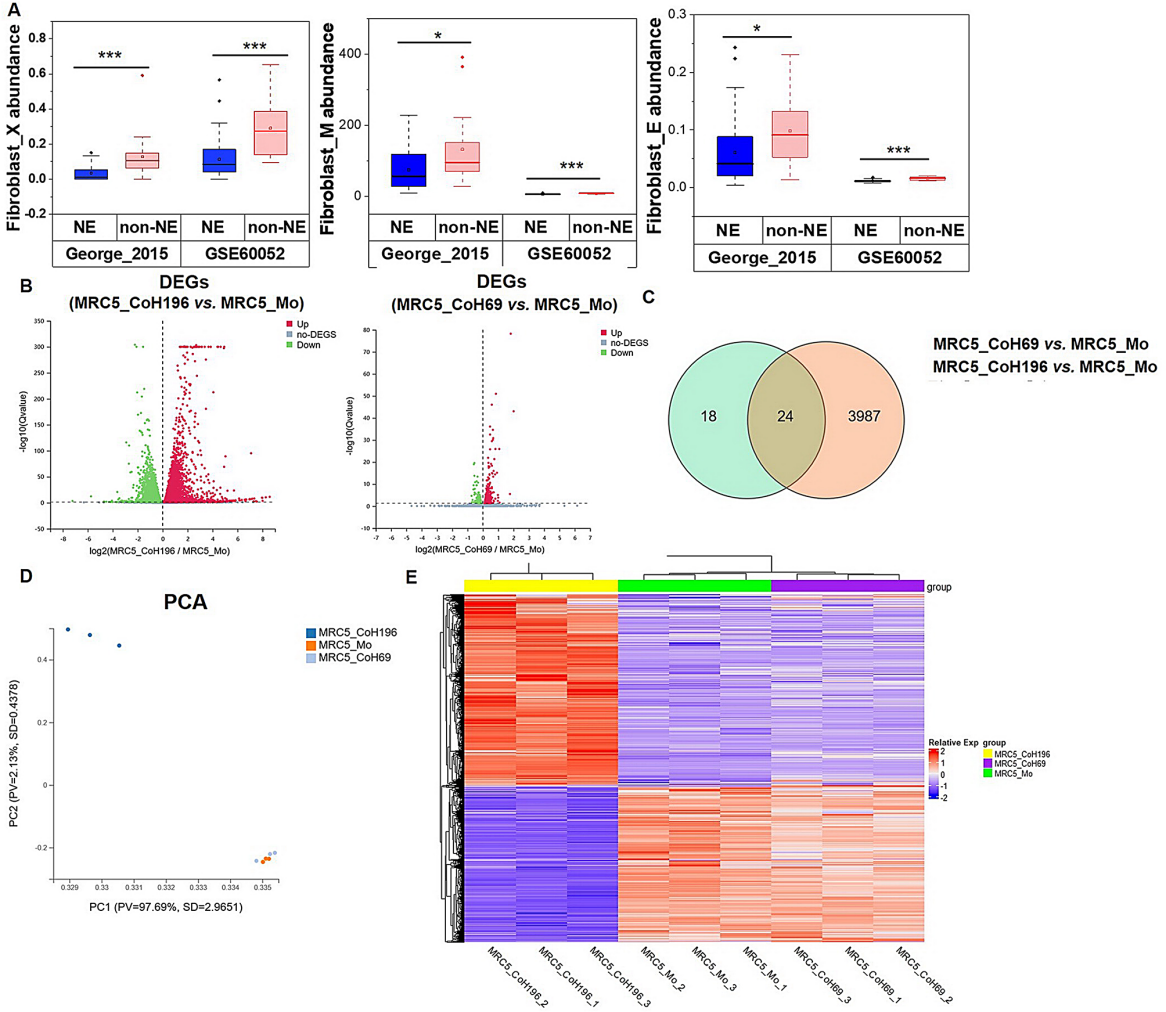
CAF abundance and expression profile heterogeneity in SCLC. (**A**) The comparison of CAF abundance from George’s cohort and GSE60052 dataset estimated by xCell (X), MCP-counter (M) and EPIC (**E**) algorithms between NE and non-NE subtypes. Mann–Whitney U test was used for determine significant difference, *P < 0.05, **P < 0.01, ***P < 0.001. (**B**) Volcano plot of DEGs between MRC5_coH196 and MRC5_Mo cells and DEGs between MRC5_coH69 and MRC5_Mo cells. (**C**) Venn diagram of DEGs between MRC5_coH196 and MRC5_Mo cells and DEGs between MRC5_coH69 and MRC5_Mo cells (Log2 Fold Change > 0.58). (**D**) PCA analysis for samples of MRC5_Mo, MRC5_coH69 and MRC5_coH196 cells. (**E**) Heatmap presents gene expression of MRC5_Mo, MRC5_coH69 and MRC5_coH196 cells

### Crosstalk between CAFs and non-NE SCLC cells promotes glycolysis via FGF/FGFR signaling

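H196 cells were likewise grown alone (H196_Mo) or with MRC5 cells on the insert (H196_Co), with 3 libraries per group, and were sequenced and processed by the authors as the MRC5 libraries were. The H196 table lists 16076 genes, and 92.1% of its count values were whole numbers. Counts per library ranged from 16073597 to 17358349 in H196_Mo (median 17303394) and from 16826361 to 17227031 in H196_Co (median 16907969). The 6 libraries were tested on their own, in the way given for the MRC5 libraries, over 12806 genes. The limit that a count of 0 allows was 0.173 to 0.187 CPM. In H196_Co cells 494 genes were DEGs, of which 417 were higher and 77 lower than in H196_Mo cells. On log2(FPKM + 0.1) the split was 303 higher and 111 lower. Among DEGs with a mean of at least 10 CPM over the 6 H196 libraries and groups that did not overlap, the largest rises were those of ANKRD37 (353322, chromosome 4, 185396841 to 185400243), with a log2 fold change of 3.23 (standard error 0.18, adjusted p = 9.4e-11), and HILPDA (29923, chromosome 7, 128455878 to 128458418), with 2.48 (adjusted p = 7.69e-14). The largest fall among these genes was that of ABCD2, with a log2 fold change of -1.24 (adjusted p = 1.24e-07). The members of the 50 Hallmark sets were read from the annotation column of the deposited tables.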

To take an insight into the biological effect of the crosstalk between non-NE SCLC cells and CAFs, the cancer hallmark signaling enrichment analysis was performed. Both MRC5_coH196 and H196_Co cells showed enrichment in glycolysis-related genes (Fig. 2A), heatmaps showed the significant upregulation of these genes in MRC5_coH196 compared to MRC5_Mo cells and in H196_Co cells compared to H196-Mo cells (Fig S1, Supplementary Table S2). 

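The Hallmark Glycolysis set was tested among upregulated DEGs with a one-sided Fisher's exact test against all genes tested, adjusted over the sets. In MRC5_coH196 cells 60 of its 170 tested genes were upregulated DEGs, an odds ratio of 2.67 (adjusted p = 1.51e-07, rank 3 among the sets). In H196_Co cells 35 of 176 genes were, an odds ratio of 7.96 (adjusted p = 8.24e-17, rank 2). A list of 18 glycolysis genes in place of the set moved the odds ratios most, to 38.7 and 47.9. Over the whole set the shift was smaller. The median log2 fold change was 0.19 in MRC5_coH196 cells, with 98 of the 170 genes above 0 (camera, adjusted p = 0.0434), and 0.08 in H196_Co cells, with 110 of 176 above 0 (adjusted p = 2.85e-05). On log2(FPKM + 1) the median in MRC5_coH196 cells was 0.013, where the median of all genes also moved. With a filter of at least 10 counts in every library the MRC5_coH196 shift was 0.16 (adjusted p = 0.0618), and over the alternatives its adjusted p ranged from 5.43e-08 to 0.199. Without H196_Mo replicate 2, the median in H196_Co cells was 0.12. Many genes of the Glycolysis set also belong to the Hypoxia set, among them the enzymes HK2, ALDOA, PGK1 and LDHA. Of the Glycolysis genes that do not, 18 of 112 were upregulated DEGs in MRC5_coH196 cells (odds ratio 0.920, one-sided Fisher's exact p = 0.665) and 11 of 119 in H196_Co cells (odds ratio 3.08, Fisher's exact p = 0.00172). The camera calls use a preset correlation between genes of 0.01. Over the Hallmark sets, 18 of 18 camera calls in MRC5_coH196 cells and 9 of 11 in H196_Co cells also passed fry, and 0 passed with a correlation estimated from the data, where 8 and 4 had an unadjusted p under 0.05. Fry does not compare a set with the other genes. In MRC5_coH196 cells 9522 of the 12819 genes tested had an adjusted p under 0.05, so passing fry there says little. Among the genes of Table S2, 60 of 64 were upregulated DEGs in MRC5_coH196 cells and 32 of 32 in H196_Co cells. The other 4 (CLDN3, GAL3ST1, CXCR4 and TGFA) did not pass the filter on low counts.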

Increased glucose uptake and upregulation of key glycolytic pathway molecules in H196_Co and SBC-5_Co cells further indicated that CAFs promote glycolysis in non-NE SCLC cells (Fig. 2B-C). To further confirm this result, we knocked down of HK1, the key enzyme in glycolysis, in SBC-5 and H196 cells (Fig S2A), and found the increased glucose uptake in co-cultured SBC-5 and H196 cells was inhibited by HK1 knockdown (Fig S2B), suggesting that CAFs promote the uptake of glucose by SBC-5 and H196 cells and metabolize it through glycolysis. Metabolic symbiosis between glycolytic CAFs and tumor cells is known to promote oxidative phosphorylation (OXPHOS) in tumor cells through exploiting CAF-derived lactate(Li et al. 2021). However, our study found that H196_Co cells significantly upregulated *MCT4* (lactate exporter), but not *MCT1* (lactate importer), compared to H196_Mo cells (Fig. 2D). Moreover, the higher expression of *MCT4* over *MCT1* in both MRC5_coH196 and H196_Co cells (Fig. S2C) suggests that lactate secreted by CAFs probably accumulates in the culture medium rather than being utilized by SCLC cells. 

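MCT4 is encoded by SLC16A3 (9123, GRCh38.p13 chromosome 17, 82217916 to 82240086) and MCT1 by SLC16A1 (6566). SLC16A3 had 271 ± 9.88 FPKM (SD, n = 3) in H196_Co and 174 ± 12.6 FPKM (SD, n = 3) in H196_Mo cells, a log2 fold change of 0.70 (standard error 0.075, adjusted p = 1.36e-06). With each library left out in turn, it stayed between 0.64 and 0.77. SLC16A1 had 28.8 ± 1.50 FPKM in H196_Co and 29.6 ± 1.57 FPKM in H196_Mo cells. Its log2 fold change of 0.04 (standard error 0.070, adjusted p = 0.755) was smaller than its error, and was -0.04 on log2(FPKM + 1). The libraries held 1628 to 1784 SLC16A1 counts in H196_Co and 1726 to 1753 in H196_Mo cells, so the depth did not limit the comparison.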

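Within each library, the log2 ratio of SLC16A3 to SLC16A1 FPKM was 4.42 ± 0.080 (SD, n = 3) in MRC5_coH196 and 3.24 ± 0.13 (SD, n = 3) in H196_Co cells. The ratio was also above 1 without co-culture, with a log2 ratio of 3.23 ± 0.0096 in MRC5_Mo and 2.55 ± 0.17 in H196_Mo cells, and was 3.41 ± 0.089 in MRC5_coH69 cells. The ratios of the co-cultured and mono-cultured libraries did not overlap in either cell line. In MRC5_coH196 cells SLC16A3 rose (log2 fold change 0.98, standard error 0.041, adjusted p = 9.14e-17) and SLC16A1 fell by 0.21 on the log2 scale (standard error 0.053, adjusted p = 0.000853).

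**Figure D1:**
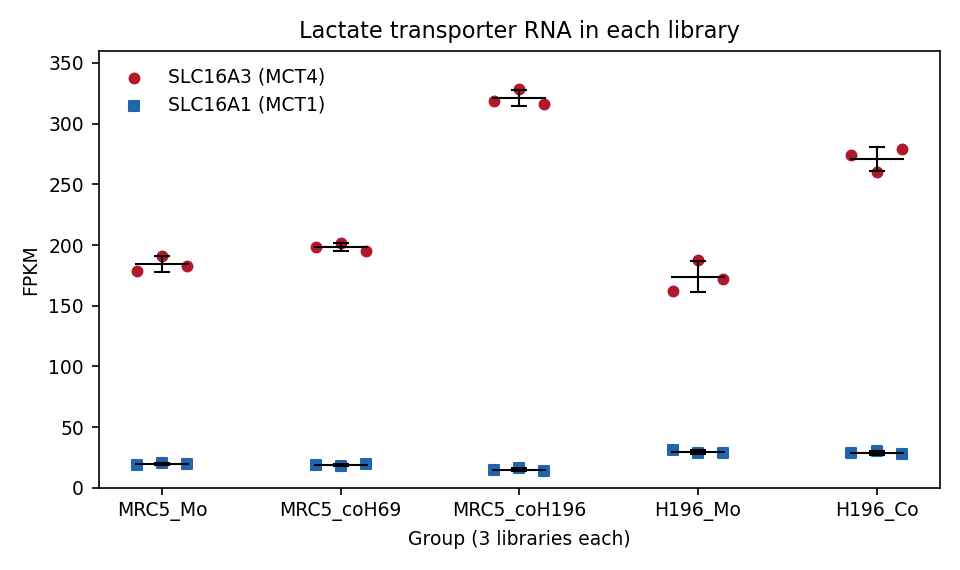
FPKM of SLC16A3 (MCT4, red circles) and SLC16A1 (MCT1, blue squares) in each of the 3 libraries of each group, with the mean and SD. SLC16A3 lies above SLC16A1 in every library, including those of mono-cultured cells.

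From the higher expression of MCT4 than of MCT1 in both co-cultured lines, the paper proposes that lactate from CAFs gathers in the medium and is not used by SCLC cells.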

The significantly increased lactate concentration in co-culture system further confirmed the extracellular lactate accumulation (Fig. 2E). Moreover, the increased lactate concentration in co-culture media was reversed by HK1 knockdown in SBC-5 or H196 cells (Fig S2D), indicating that CAF promote glycolysis in non-NE SCLC cells and thereby induce lactate accumulation in extracellular environment.

**Fig. 2:**
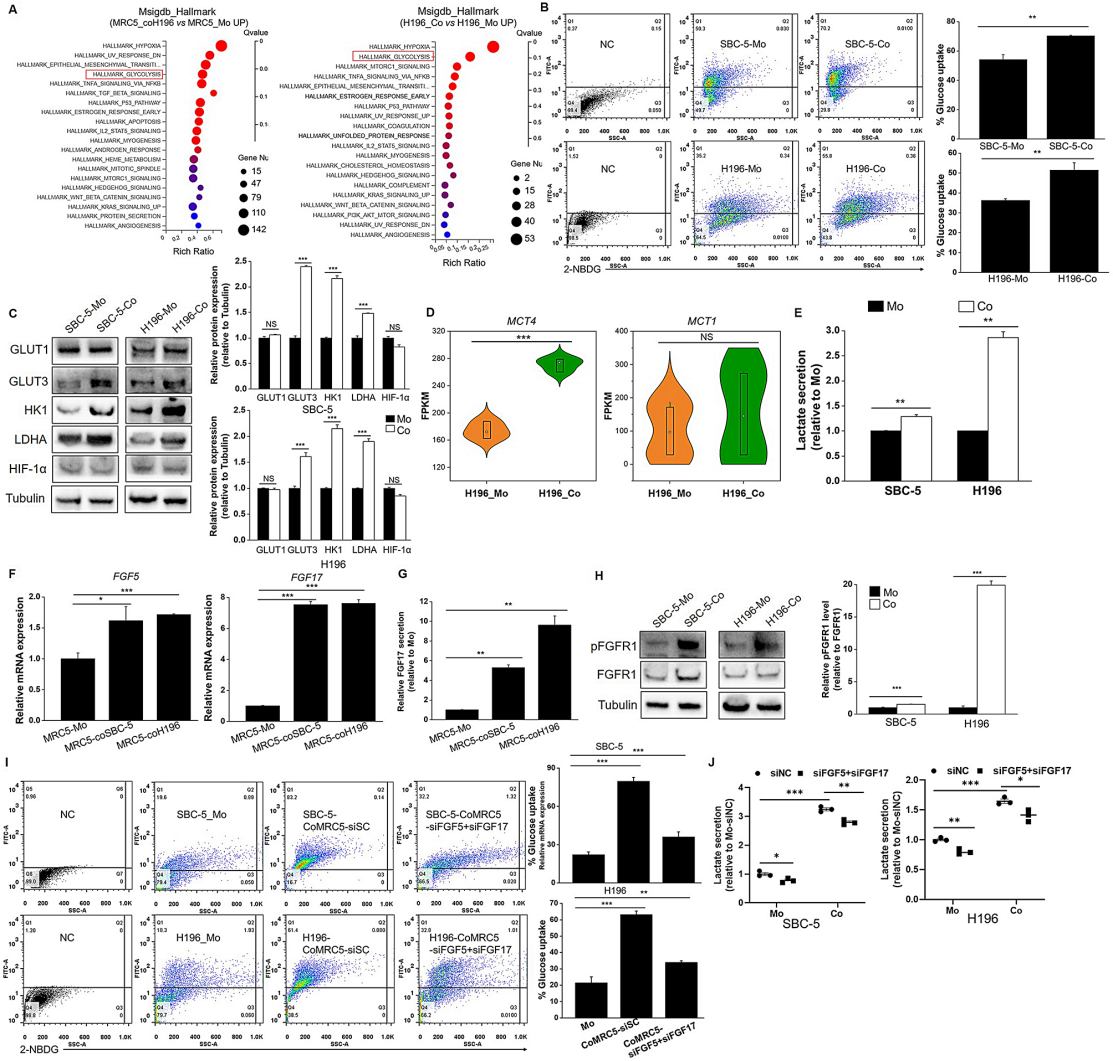
Glucose metabolic reprogramming during crosstalk between CAFs and non-NE SCLC cells. (**A**) MSigDB_Hallmark enrichment analysis was performed in upregulated DEGs of MRC5coH196 vs. MRC5_Mo cells and upregulated DEGs of H196_Co vs. H196_Mo cells. (**B**) SBC-5 and H196 cells co-cultured with MRC5 cells or individually cultured for 5 days, the uptake of 2-NBDG in SBC-5 and H196 cells was detected by flow cytometry. (**C**) The expression of glycolytic proteins in co-cultured and individually cultured SBC-5 and H196 cells was determined using western blot analysis, quantitative analyses of blots were performed based on triple repeated experiments. (**D**) The FPKM expression level of MCT4 and MCT1 in H196_Mo and H196_Co cells. (**E**) Lactate concentration in culture media of individually cultured (MRC5 + H196 or SBC-5) or co-cultured (SBC-5-CoMRC5 or H196-CoMRC5) cells was determined and normalized to the Mo group. (**F**) Expression of FGF5 and FGF17 in co-cultured and individually cultured MRC5 cells was determined by qRT-PCR. (**G**) FGF17 level in culture media of co-cultured and individually cultured MRC5 cells was determined by ELISA. (**H**) The phosphorylated FGFR1 and expression of FGFR1 in co-cultured and individually cultured SBC-5 and H196 cells was determined using western blot analysis. Quantitative analyses of blots were performed based on triple repeated experiments. (**I**) The uptake of 2-NBDG in SBC-5 and H196 cells which co-cultured with MRC5 cells transfecting with siRNAs for FGF5 and FGF17 or scramble controls, and individually cultured SBC-5 and H196 cells was determined. (**J**) MRC5 cells transfected with siRNAs for FGF5 and FGF17, then co-cultured or individually cultured with SBC-5 or H196 cells. Lactate concentration in culture media of individually cultured or co-cultured cells was determined and normalized to the Mo-scramble group. *P < 0.05, **P < 0.01, ***P < 0.001

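The Hallmark Hypoxia set ranked first among the sets in both partners of the co-culture. In MRC5_coH196 cells 119 of its 172 tested genes were upregulated DEGs, an odds ratio of 11.4 (one-sided Fisher's exact test, adjusted p = 2.86e-50), and in H196_Co cells 57 of 165, an odds ratio of 18.005 (adjusted p = 8.22e-42). The median log2 fold change of the set was 1.02 in MRC5_coH196 cells, with 145 genes above 0, and 0.36 in H196_Co cells, with 137 above 0 (camera, adjusted p = 1.54e-16 and 3.72e-24). With a correlation estimated from the data, the adjusted p of these shifts were 0.197 and 0.129, the highest over the alternatives, which started at 7.7e-23 and 3.01e-32. In MRC5_coH69 cells the median was 0.06 (camera, adjusted p = 3.26e-05), and 2 of the 172 genes were upregulated DEGs (odds ratio 2.85, adjusted p = 0.629). With genes at the detection floor set to their bound, that median was 0.07.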

As MRC5_coH196 and H196_Co cells were enriched in hypoxia pathway genes (Fig. 2A), we were wondering if excessive lactate secretion might induce a pseudo-hypoxic condition, stabilizing hypoxia-inducible factor HIF-1α and promoting glycolysis. However, no changes in HIF-1α protein levels were observed in both H196 and SBC-5 cells after co-culture with MRC5 cells (Fig. 2C). Instead, the increased expression and secretion of FGF5 and FGF17 in MRC5_coH196 and MRC5_coSBC-5 cells caught our attention (Fig. 2F-G, Fig S3A). 

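FGF5 (2250, GRCh38.p13 chromosome 4, 80266588 to 80291017) had a log2 fold change of 0.51 in MRC5_coH196 against MRC5_Mo cells (standard error 0.048, adjusted p = 6.14e-10), higher in each of the 3 libraries than in any MRC5_Mo library but below the fold change limit for a DEG. With each library left out in turn, it stayed between 0.46 and 0.55. The libraries held 6307 to 6719 FGF5 counts in MRC5_coH196 and 4755 to 5452 in MRC5_Mo cells. In MRC5_coH69 cells FGF5 was lower than in MRC5_Mo cells, with a log2 fold change of -0.27 (adjusted p = 0.000964), and the difference between the co-cultures was 0.78 (adjusted p = 3.2e-13). FGF17 (8822, chromosome 8, 22039501 to 22048809) had 10 to 18 counts per library in MRC5_coH196 and 2 to 5 in MRC5_Mo cells, and did not pass the filter on low counts. Its CPM was 0.800 ± 0.234 (SD, n = 3) against 0.171 ± 0.0797 (SD, n = 3). The groups did not overlap, and an exact permutation test of 3 libraries against 3 cannot give a p below 0.1. MRC5_coSBC-5 cells and secreted protein were not analysed here.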

Recent study has shown that FGF/FGFR signaling is a dominant interaction in the non-NE TME of SCLC(Desai et al. 2024). For this, we evaluate if FGF from CAFs was involved in the glycolysis of SCLC cells. Phosphorylation of FGFR1, the receptor for FGF5 and FGF17, was increased in both H196-Co and SBC-5-Co cells compared to H196-Mo and SBC-5-Mo cells (Fig. 2H), indicating that FGF from CAFs indeed activates FGFR1 pathway in non-NE SCLC cells. Moreover, knockdown of FGF5 and FGF17 in MRC5 cells by siRNA reversed the promotion of glucose uptake in SBC-5 and H196 cells by MRC5 (Fig S3B, Fig. 2I), the increase of lactate concentration in media of co-cultured MRC5 cells was also attenuated after FGF5 and FGF17 knockdown in MRC5 cells (Fig. 2J). Furthermore, treatment with anlotinib, a tyrosine kinase inhibitor targeting FGFR1, significantly inhibited FGFR1 phosphorylation in H196 and SBC-5 cells upon co-culture with MRC5 cells (Fig S3C), reducing the expression of LDHA (Fig S3C). The uptake of 2-NBDG was also inhibited by anlotinib in both H196 and SBC-5 cells upon co-culture with MRC5 cells (Fig S3D. These findings suggest that CAFs promote glycolysis in non-NE SCLC cells via FGF secretion, activating the FGFR1 pathway.

Previous studies have shown that many cancer cells modulate the metabolic phenotype of CAFs from OXPHOS to glycolysis by altering the expression of CAV1, IDH3A, or ITGB4(Bonuccelli et al. 2010; Sung et al. 2019; Zhang et al. 2015). 

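CAV1 (857, GRCh38.p13 chromosome 7, 116525009 to 116561185) was lower in MRC5_coH196 than in MRC5_Mo cells, with a log2 fold change of -0.34 (standard error 0.041, adjusted p = 6.65e-08). This is below the fold change limit for a DEG, although the groups did not overlap. With each library left out in turn, the value stayed between -0.36 and -0.30. IDH3A (3419, chromosome 15, 78149362 to 78171945) was lower with a log2 fold change of -0.96 (standard error 0.062, adjusted p = 5.17e-13), on 321 to 339 counts per library against 686 to 750. ITGB4 (3691, chromosome 17, 75721339 to 75757819) was higher with a log2 fold change of 1.21 (standard error 0.31, adjusted p = 0.00113). It rested on 15 to 28 counts per library against 9 to 14, and ran from 1.05 to 1.44 with each library left out. On log2(FPKM + 1), where small values are drawn together, it was 0.14 (adjusted p = 0.0276), and over its alternatives other than leaving out a library the adjusted p ranged from 0.00109 to 0.0276. In MRC5_coH69 cells CAV1, IDH3A and ITGB4 did not change significantly (log2 fold changes of -0.08, -0.02 and 0.01, adjusted p = 0.282, 0.886 and 0.994). The difference between the co-cultures was -0.26 for CAV1 (adjusted p = 4.98e-06), -0.94 for IDH3A (adjusted p = 1.04e-12) and 1.20 for ITGB4 (adjusted p = 0.00127).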

Interestingly, our data showed a significant decrease in CAV1 and IDH3A expression and a slight increase in ITGB4 expression in MRC5_coH196 cells compared to MRC5_Mo cells (Fig. S4), suggesting similar mechanisms in SCLC.

### CAFs promote glycolysis-mediated STING signaling activation in non-NE SCLC cells

We observed a significant increase in ATP levels in SBC-5-Co and H196-Co cells (Fig. 3A), likely due to enhanced glycolysis. ATP is the crucial precursor of 2′,3′-cyclic GMP-AMP (cGAMP), which activates the STING signaling pathway. We confirmed this by noting elevated phosphorylation levels of TBK1 and IRF3 in SBC-5-Co and H196-Co cells (Fig. 3B), indicating STING signaling activation. To further validate the role of glycolysis in this process, we treated SBC-5 and H196 cells with 2-DG to inhibit glycolysis during both co-culture and individual culture conditions. The expression of key enzymes of glycolysis, HK1 and LDHA, significantly reduced in both cell lines after 2-DG treatment (Fig. 3C). Moreover, the increased ATP levels in SBC-5-Co and H196-Co cells were reduced following 2-DG treatment (Fig. 3D). As expected, the phosphorylation levels of TBK1 and IRF3 were also attenuated in both cell lines after 2-DG treatment (Fig. 3E). These findings indicate that CAF-induced glycolytic ATP production promotes the STING signaling pathway in non-NE SCLC cells.

**Fig. 3:**
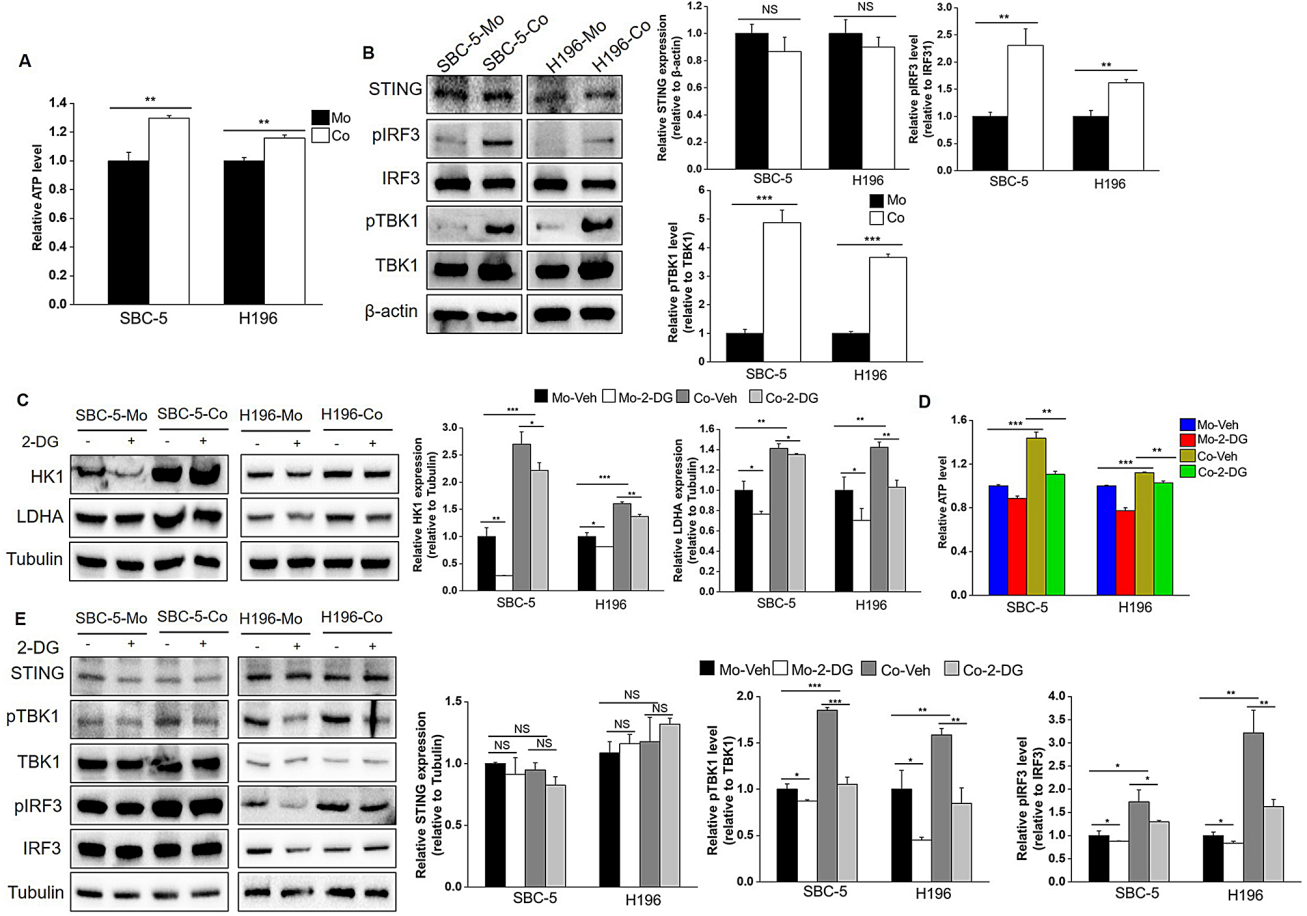
Glycolysis mediates STING signaling activation during crosstalk between CAFs and non-NE SCLC cells. (**A**) ATP production in co-cultured and individually cultured SBC-5 and H196 cells was detected using ATP Luminescent reagent. (**B**) Total and phosphorylated proteins of STING signaling was determined by western blot analysis. (**C**-**E**) Co-cultured and individually cultured SBC-5 and H196 cells were treated with 2-DG, the expression of glycolytic proteins (**C**), ATP production (**D**) and STING signaling in SBC-5 and H196 cells were determined. *P < 0.05, **P < 0.01, ***P < 0.001

### CAF-induced STING signaling elicits T cell chemo-attractant expression but does not affect CD8 + T cell numbers

STING signaling is known to activate type I interferons (IFNs). Actually, the enhancement of *IFNA1* and *IFNB1* mRNA and protein expression was observed in both SBC-5-Co and H196-Co cells (Fig. 4A-B). Moreover, treatment with 2-DG attenuated this increasement (Fig. 4C), indicating a link between glycolysis and IFN expression. Additionally, the T cell chemo-attractant CCL5, a target of STING signaling, was significantly upregulated in SBC-5 and H196 cells after co-culture with MRC5 cells (Fig. 4D). Furthermore, Inhibition of glycolysis via 2-DG reduced CCL5 expression in both cell lines upon co-culture (Fig. 4E), suggesting that CAF-induced glycolysis may influence T cell infiltration. Further analysis showed a positive correlation between CAF abundance and the expression of T cell chemo-attractants, including CCL5, CXCL9, CXCL10, and CXCL11, in SCLC tissues from both George’s study and the GSE60052 dataset (Fig. 4F, Fig. S5). CAF abundance also positively correlated with T cell abundance in these datasets (Fig. 4G). However, IHC staining of CAF marker α-SMA and CD8 in SCLC tissue arrays revealed no significant difference in CD8 + T cell density between CAF-High and CAF-Low groups (Fig. 4H), indicating that CAF-activated STING signaling does not correlate with cytotoxicity T cell numbers.

**Fig. 4:**
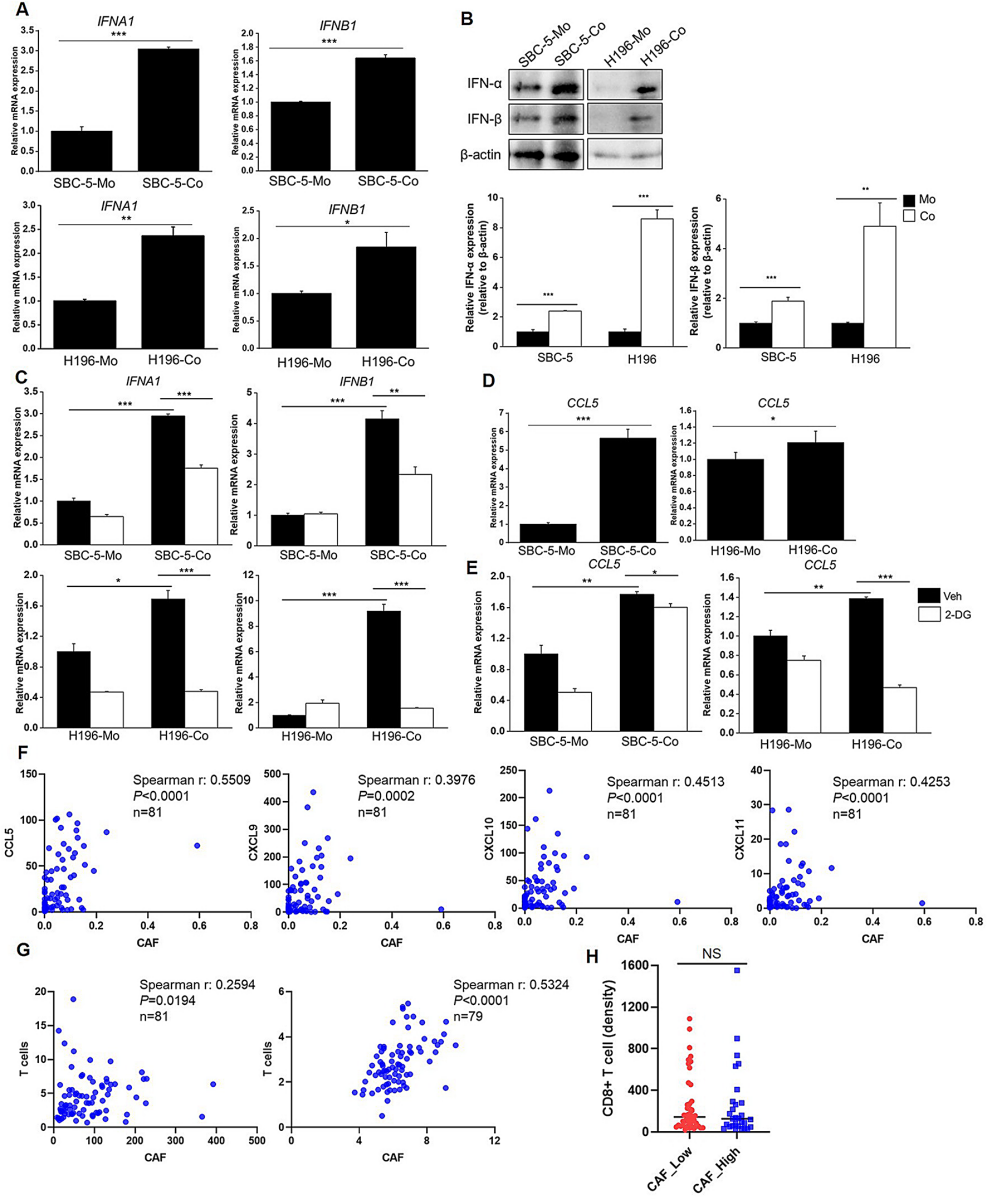
CAFs promoted T cell chemo-attractants expression. (**A**, **D**) Expression of IFN I (**A**) and CCL5 (**D**) in co-cultured and individually cultured SBC-5 and H196 cells was determined by qRT-PCR. (**B**) The protein levels of IFN-α and IFN-β in co-cultured and individually cultured SBC-5 and H196 cells were determined by western blot. (**C**, **E**) After treatment with 2-DG, expression of IFN I (**C**) and CCL5 (**E**) in co-cultured and individually cultured SBC-5 and H196 cells was measured using qRT-PCR. (**F**) Spearman correlation was performed to measure the correlation between expression of T cell chemo-attractants and CAF abundance in George’s cohort. (**G**) Correlation between T cell abundance and CAF abundance estimated by MCP-counter was analyzed using Spearman correlation in George’s cohort and GSE60052 dataset. (**H**) SCLC tissue samples in tissue array (*n* = 74) were divided into CAF-High and CAF-Low groups based on the median value of α-SMA IHC score, the density of CD8 + T cells was compared between CAF-High and CAF-Low groups. *P < 0.05, **P < 0.01, ***P < 0.001

### Antigen presentation features of CAFs educated by non-NE SCLC cells

Analyzing the transcriptome of SCLC tissues from George’s study, we found that cases with high CAF abundance expressed numerous antigen presentation genes (Fig. 5A). To determine whether these genes were expressed by CAFs, we examined the expression profile of CAF educated in vitro. Our findings revealed that many human leucocyte antigen (HLA) genes were expressed in MRC5_coH196 cells, but not in MRC5_Mo cells, and were scarce in MRC5_coH69 cells (Fig. 5B). 

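HLA-B and HLA-C were abundant in every MRC5 group. HLA-B (3106) had 778 ± 14.8 FPKM (SD, n = 3) in MRC5_coH196, 494 ± 38.5 in MRC5_Mo and 546 ± 19.2 in MRC5_coH69 cells, and HLA-C (3107) had 620.3 ± 11.2, 415 ± 18.4 and 448 ± 14.0 FPKM in the same groups. Their log2 fold changes in MRC5_coH196 against MRC5_Mo cells were 0.83 for HLA-B (standard error 0.049, adjusted p = 1.16e-13) and 0.75 for HLA-C (0.044, 7.52e-14). On log2(FPKM + 1) they were 0.66 and 0.58. These genes are alike in sequence, so reads could have been split between them in the expected counts. In MRC5_coH69 cells the log2 fold changes were 0.15 and 0.12 (adjusted p = 0.0639 and 0.113), and the difference between the co-cultures was 0.67 and 0.63 (adjusted p = 7.01e-12 and 2.56e-12). HLA-B in MRC5_coH69 cells passed the adjustment without MRC5_Mo replicate 1 (log2 fold change 0.21, adjusted p = 0.00898) or without MRC5_coH69 replicate 3 (0.18, adjusted p = 0.0453), and with each library left out in turn the adjusted p ranged from 0.00898 to 0.414. Over its other alternatives it ranged from 0.0366 to 0.153. HLA-E (3133) rose from 124 ± 4.08 to 197 ± 6.03 FPKM in MRC5_coH196 cells (log2 fold change 0.84, adjusted p = 4.56e-15). The class II genes were far less abundant in every group. HLA-DMA (3108) had 9.02 ± 0.464 FPKM in MRC5_coH196 and 6.05 ± 1.02 in MRC5_Mo cells (log2 fold change 0.74, standard error 0.13, adjusted p = 1.37e-05). HLA-DMB (3109), with 10 to 14 counts per library against 4 to 9, and HLA-DPA1 (3113), whose unscaled counts overlapped (37 to 55 against 33 to 40), were higher but did not pass the adjustment (log2 fold changes 0.82 and 0.44, adjusted p = 0.0543 and 0.0579). HLA-DRB1 (3123) had 5 to 10 counts in MRC5_coH196 and 0 to 1 in MRC5_Mo cells, at least 2.48-fold higher. HLA-DRA (3122) had 0 to 2 counts in every MRC5 library, so a change was not detectable at this depth. HLA-DPB1 was lower in MRC5_coH196 cells, not significantly (log2 fold change -0.22, adjusted p = 0.096). Of the 28 genes of antigen presentation listed in advance, 17 could be tested, with a median log2 fold change of 0.40 in MRC5_coH196 cells (10 higher, 7 lower, camera adjusted p = 0.519) and 0.12 in MRC5_coH69 cells (15 higher, 2 lower, adjusted p = 0.000524, and 0.258 with an estimated correlation). Fry, which does not compare a list with the other genes, gave an adjusted p of 0.0028 in MRC5_coH196 cells, where the alternatives ranged up to 0.738. In MRC5_coH196 cells 10 of these genes had an adjusted p under 0.05 over all genes tested (6 higher and 4 lower) and 10 when adjusted over the list alone. In MRC5_coH69 cells these counts were 3 and 7. Without MRC5_coH196 replicate 3 the median in MRC5_coH196 cells was 0.24.

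**Figure D2:**
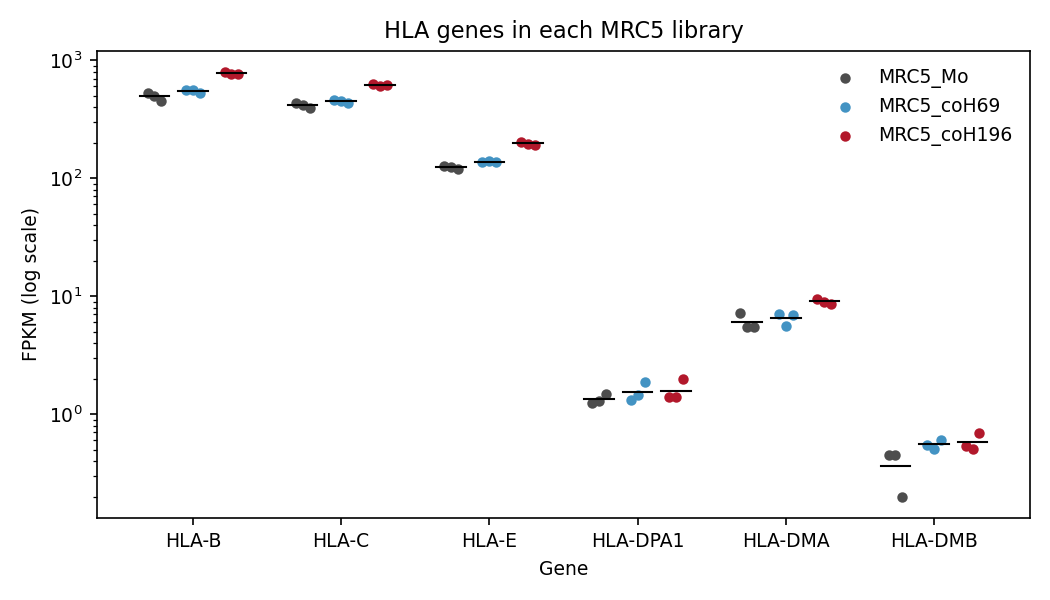
FPKM on a log scale of 6 HLA genes in each of the 3 libraries of MRC5_Mo, MRC5_coH69 and MRC5_coH196 cells, with black lines at the means. HLA-B, HLA-C and HLA-E are highest in the MRC5_coH196 libraries and are detected in every MRC5_Mo library.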

Further analysis confirmed the upregulation of HLA-A, HLA-B, HLA-C, and HLA-DR mRNA in another non-NE SCLC cell line, SBC-5, after co-culture with MRC5 cells (Fig. 5C-D). Protein expression of HLA-DRA was also increased in both H196 and SBC-5 cells upon co-culture with MRC5 cells (Fig. 5E). As reported that an apCAF subpopulation expressing MHC molecules has been identified in various cancers, but not in SCLC. To validate the presence of this CAF subpopulation in SCLC, we performed IHC staining of α-SMA and HLA-DRA in consecutive SCLC tissue sections, which with non-NE characteristics according to our previous studies(Lu et al. 2024), showing that REST, the non-NE marker, was expressed in all these samples, while CD56, the NE marker, was only weak expression (Fig S6A). As expected, some identical regions in consecutive sections were positively stained for both α-SMA and HLA-DRA (Fig. 5F), suggesting the presence of apCAFs in SCLC.

**Fig. 5:**
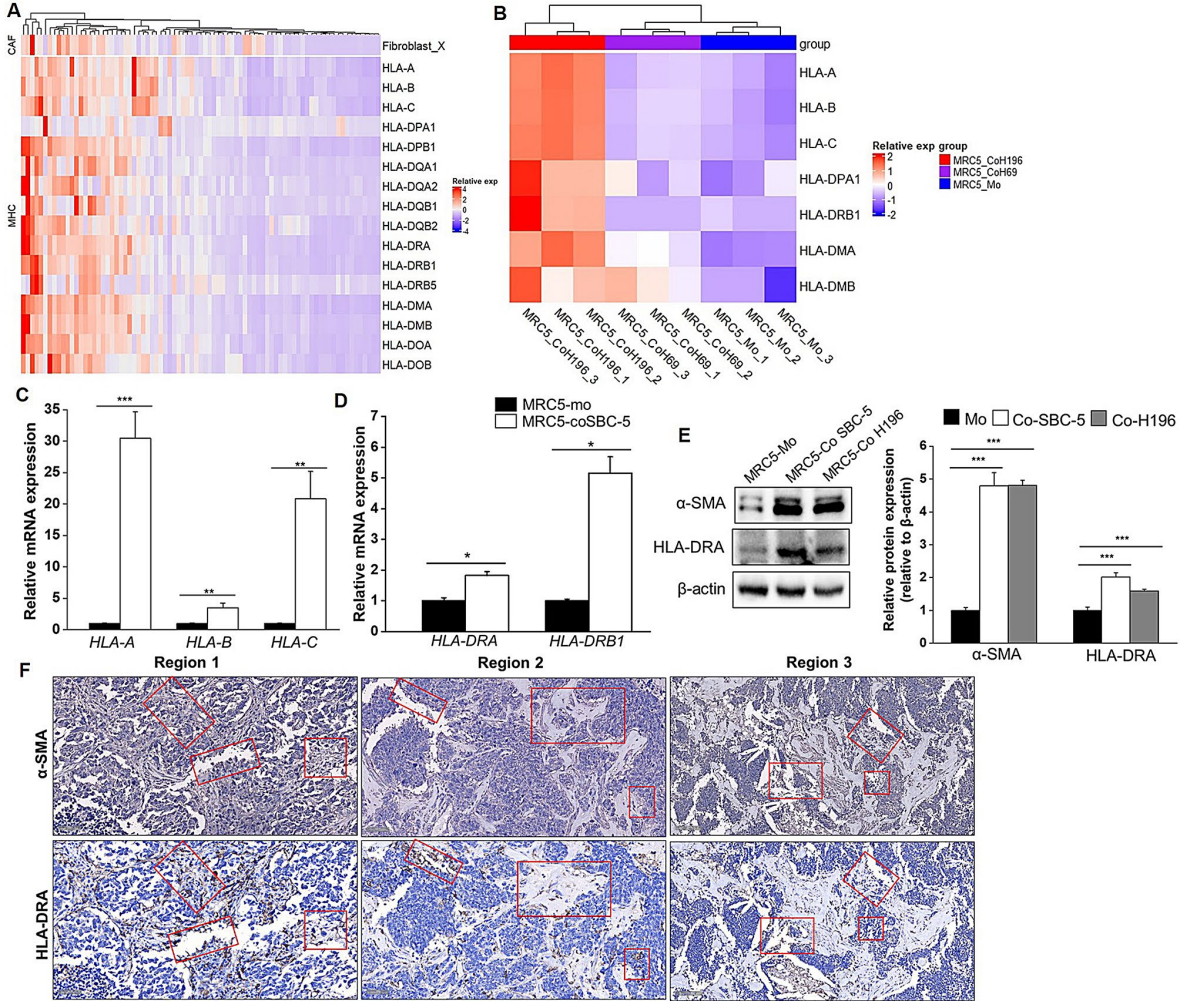
The apCAF exists in SCLC. (**A**) Heatmap presents the expression of HLA genes and fibroblast abundance in George’s cohort. (**B**) Differences in the expression of HLA-genes among MRC5_Mo cells, MRC5_coH69 cells and MRC5_coH196 cells. (**C**-**D**) The expression of HLA genes in MRC5_coSBC-5 cells and MRC5_Mo cells was determined by qRT-CPR. (**E**) The expression of α-SMA and HLA-DRA proteins in co-cultured and individually cultured MRC5 cells was detected by western blot. (**F**) CAF marker α-SMA and HLA-DRA were stained in SCLC tissue arrays by IHC, the regions where positive signals for α-SMA and HLA-DRA presented in the identical areas of consecutive slices were marked with red boxes. Scale bar: 50 μm. *P < 0.05, **P < 0.01, ***P < 0.001

### ApCAFs and T cell anergy in SCLC

Fibroblasts are non-professional antigen presenting cells (APC) that are capable of presenting antigen to T cells under specific condition, apCAFs in various cancers have demonstrated this capability(Elyada et al. 2019a, b; Harryvan et al. 2022a, b). Our findings suggest the presence of apCAF subpopulations in SCLC. However, neither quiescent MRC5 cells nor co-cultured MRC5 cells expressed CD80 and CD86, the co-stimulatory molecules essential for T cell activation, consistent with previous reports(Elyada et al. 2019a, b; Harryvan et al. 2022a, b). This suggests that apCAFs might capture T cells but render them anergic. To evaluate if apCAFs trap T cells in SCLC, we performed IHC staining of α-SMA, HLA-DRA, and CD8 on three consecutive SCLC tissue sections, which with non-NE characteristics according to our previous studies (Fig S6B) (Lu et al. 2024). Notably, some identical stroma regions in the three slices presented positive staining for these three proteins (Fig. 6A), suggesting that apCAFs in SCLC likely trap cytotoxic T cells in stroma, potentially preventing them from killing tumor cells. Additionally, APCs lacking co-stimulatory molecules can induce naïve CD4 + T cells to become Tregs in an antigen-specific manner (Huang et al. 2022). To explore this possibility, we examined the correlation between CAF abundance and Treg abundance in SCLC tissues from George’s study and the GSE60052 datasets. There was a significant positive correlation between CAF abundance and Treg abundance (Fig. 6B). Furthermore, the expression of *ACTA2*, the gene encoding α-SMA, was also positively correlated to Treg score, based on the expression of *CD25* and *FOXP3*, the Treg markers (Fig. 6C). These data indicate that CAFs in SCLC might promote the production of Tregs, warranting further research into whether this occurs in an antigen-specific manner.

**Fig. 6:**
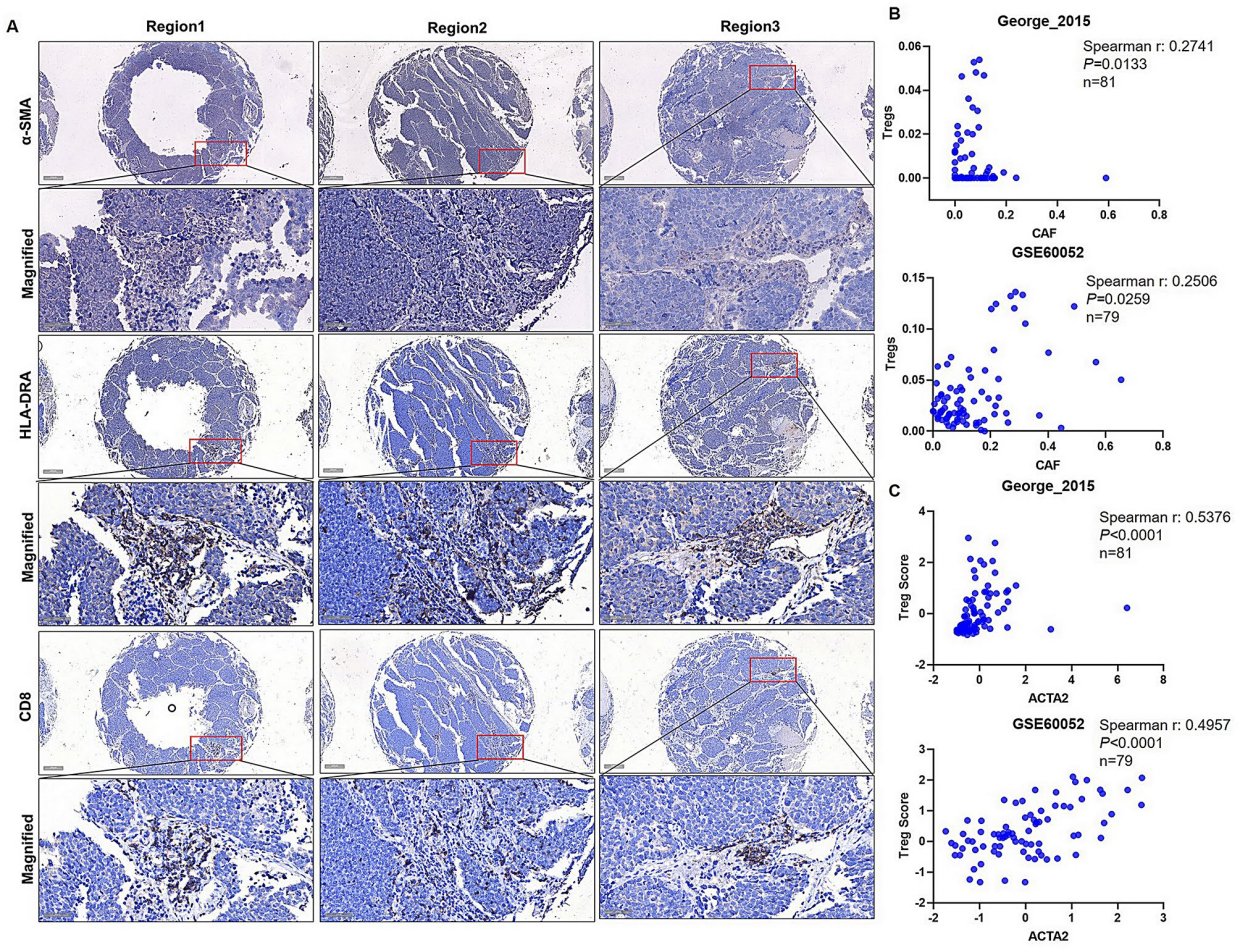
CAFs involved in trapping CD8 + cells and Treg differentiation. (**A**) α-SMA, HLA-DRA and CD8 were detected in SCLC tissue arrays using IHC, the regions with presence of positive signals for α-SMA, HLA-DRA and CD8 were marked with red boxes. Scale bar: 200 μm and 50 μm (Magnified). (**B**) Correlation between CAF abundance and Treg abundance estimated by xCell algorithm from George’s cohort and GSE60052 dataset was performed using Spearman correlation. (**C**) Correlation between the expression of ACTA2 and Treg score, which calculated as the geometric mean of CD25 and FOXP3 expression, was analyzed by Spearman correlation

## Discussion

Recent research by Parth and colleagues highlighted the crucial role of CAFs in contributing to TME heterogeneity and immune exclusion in SCLC using spatial transcriptomics(Desai et al. 2024). However, the mechanisms by which CAFs drive SCLC progression remain poorly understood, mostly due to the challenge of obtaining sufficient tumor tissue for in-depth research. Noteworthy, fibroblasts educated by cancer cells in vitro have been effectively used as CAF models in multiple studies(Ferraresi et al. 2024; Harryvan et al. 2022a, b; Öhlund et al. 2017). In this study, we integrated in vitro-educated CAFs, publicly available datasets, and SCLC tissue arrays to elucidate the heterogeneity in abundance and transcriptome profiles of CAFs derived from NE and non-NE SCLC, revealed the underlying mechanisms during crosstalk between CAFs and non-NE SCLC cells or T cells.

Accumulating evidence suggests that CAFs are major regulators of tumor metabolism reprogramming, particularly glucose metabolism(Chiarugi et al. 2016). The metabolism coupling between CAFs and tumor cells can alter tumor cell behavior and shape the immune microenvironment. CAF activation often involves a switch to glycolysis, with the modulation of CAV1, IDH3A, and ITGB4 expression and the activation of TGF-β signaling(Bonuccelli et al. 2010; Guido et al. 2012; Sung et al. 2019; Zhang et al. 2015). In our findings, the increased α-SMA expression in MRC5 cells upon co-culture with H196 cells suggests that MRC5 cells are activated to CAFs (Fig. 6E), co-cultured MRC5 cells indeed enriched multiple glycolysis genes. 

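In the Hallmark TGF-β signaling set, 17 of the 52 tested genes were upregulated DEGs in MRC5_coH196 against MRC5_Mo cells, an odds ratio of 2.35 (one-sided Fisher's exact test, adjusted p = 0.0173, rank 14 of 50 sets), and 3 were downregulated DEGs. The median log2 fold change of the set was 0.37, with 43 of the 52 genes above 0 (camera, adjusted p = 0.000369, and 0.197 with an estimated correlation). The over-representation did not pass the threshold with a log2 fold change limit of 1 (odds ratio 1.60, adjusted p = 0.394) or on log2(FPKM + 0.1) (1.90, adjusted p = 0.141). It also failed without MRC5_Mo replicate 1 (1.90, adjusted p = 0.0932) or without MRC5_coH196 replicate 3 (2.02, adjusted p = 0.0623). Over the alternatives the adjusted p ranged from 6.48e-06 to 0.394.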

The downregulation of CAV1 and IDH3A and upregulation of ITGB4 in MRC5_coH196 cells compared to MRC5_Mo cells indicate that SCLC cells might regulate CAF glucose metabolism primarily through these genes, while the TGF-β signaling was not enriched in MRC5_coH196 cells. These findings are consistent with Parth’s study that that CAF subpopulation in hybrid-NE SCLC showed a glycolytic signature(Desai et al. 2024). Moreover, our data showed that glycolysis in non-NE SCLC cells is promoted by CAFs via FGF/FGFR1 signaling, not by HIF-1α, a key regulator of hypoxia-induced glycolysis. The role of FGF/FGFR signaling in promoting glycolysis has been reported in other cancers (Ye et al. 2024; Yu et al. 2017), whereas our finding emphasize that CAF-derived FGFs can promote glycolysis in SCLC cells via FGFR1 signaling.

Previous studies have highlighted the metabolic couplings between tumor cells and CAFs, suggesting that tumor cells generally take up metabolites secreted by CAFs like pyruvate and lactate as alternative carbon source to take place glucose(Fiaschi et al. 2012). In this condition, the importer of lactate, MCT1, should be upregulated in tumor cells, and OXPHOS should be the dominant glucose metabolic phenotype in tumor cells (Shi et al. 2015). However, we found no significant change in MCT1 expression in H196 cells after co-culture with MRC5 cells. Instead, the promotion of glycolysis and upregulation of lactate exporter MCT4 were observed in non-NE SCLC cells, lactate accumulation in co-culture system media was also detected, indicating that non-NE SCLC cells did not exploit CAF-secreted lactate for respiration, but uptake glucose to glycolysis and secrete lactate into TME. 

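Scaled for library size, SLC16A1 had 103 ± 4.09 CPM (SD, n = 3) in H196_Co and 100.3 ± 3.64 CPM (SD, n = 3) in H196_Mo cells. The groups overlapped, and with each library left out in turn the log2 fold change lay between 0.0010 and 0.065. The change differed between the cell lines (log2 difference of MRC5_coH196 and H196_Co changes -0.26, adjusted p = 0.0144).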

Notably, substantial evidence suggests that an acid TME result from lactate is detrimental to normal cells, including immune cells(Wang et al. 2020). Moreover, the elicited glycolysis in tumor cells aggravates the competition for glucose between tumor cells and immune cells, further impair cytotoxicity of immune cells to tumor cells(Espelage et al. 2024). Despite the immunosuppressive potential of the lactate-rich TME, glycolysis-derived ATP in non-NE SCLC cells activated STING signaling, increasing IFN-I and chemo-attractant expression. Although the CAF abundance had no relationship with CD8 + T cell counts in SCLC tissues, indicating the presence of other mechanisms to impact T cell function(Zhang et al. 2011), these findings indicate the complex role of CAF in SCLC immunity.

Interestingly, our data elucidate the presence of apCAF in SCLC, non-professional APCs capable of presenting antigens to CD8 + and CD4 + T cells without co-stimulatory molecules. Due to their inability to activate T cells, apCAFs may catch CD8 + T cells and trap them in stroma area, or induce naïve CD4 + T cells to Tregs, in an antigen-specific manner(Harryvan et al. 2022a, b; Huang et al. 2022). Notably, in our SCLC tissue arrays, many CD8 + T cells co-located with apCAFs in the stroma, and CAFs were positive correlated with Tregs in SCLC cases from George’s study and GSE60052 dataset. These findings indicate that SCLC-derived apCAFs may make T cell anergy. Combining with the previous findings, CAFs in SCLC may promote T cell infiltration by increasing the expression of chemo-attractants, but apCAFs may trap them in stroma or induce Treg production. Moreover, the excessive lactate in TME caused by glycolysis may impair the cytotoxic function of T cells toward tumor cells.

This study has several limitations. Firstly, though we used cell lines, tissue arrays and publicly available datasets to explore the CAF function in SCLC, cell lines, especially commercially sourced fibroblasts, cannot totally reflect the true characteristics of the cells in vivo. Primary CAFs from SCLC patient tissues are needed to validate our findings. However, tissues from SCLC patients are difficult to access. Secondly, animal models should be used to explore the antigen-presenting capability of CAFs and their effects on T cell behavior. Further research using more precise experimental methods is necessary to validate our speculations.

## Conclusion

This study provides crucial insights into the crosstalk between CAFs and SCLC cells, an area that is poorly understood. Our findings demonstrate that interaction between CAFs and tumor cells is more likely in non-NE SCLC, triggering metabolic reprogramming. CAFs promote glycolysis in non-NE SCLC cells via FGF/FGFR signaling, activating STING signaling and increasing T cell chemo-attractant expression, potentially facilitating T cell infiltration but not CD8 + T cell infiltration. Additionally, we found apCAFs in SCLC tissues co-localized with some CD8 + T cells, suggesting that CAFs might trap CD8 + T cells in the stroma or induce them to become Tregs, impairing their cytotoxic function (Fig. 7). This study extends the understanding to the pro-tumor role of CAF in SCLC, which may reveal the potential therapeutic targets to improve treatment response of SCLC patients.

**Fig. 7:**
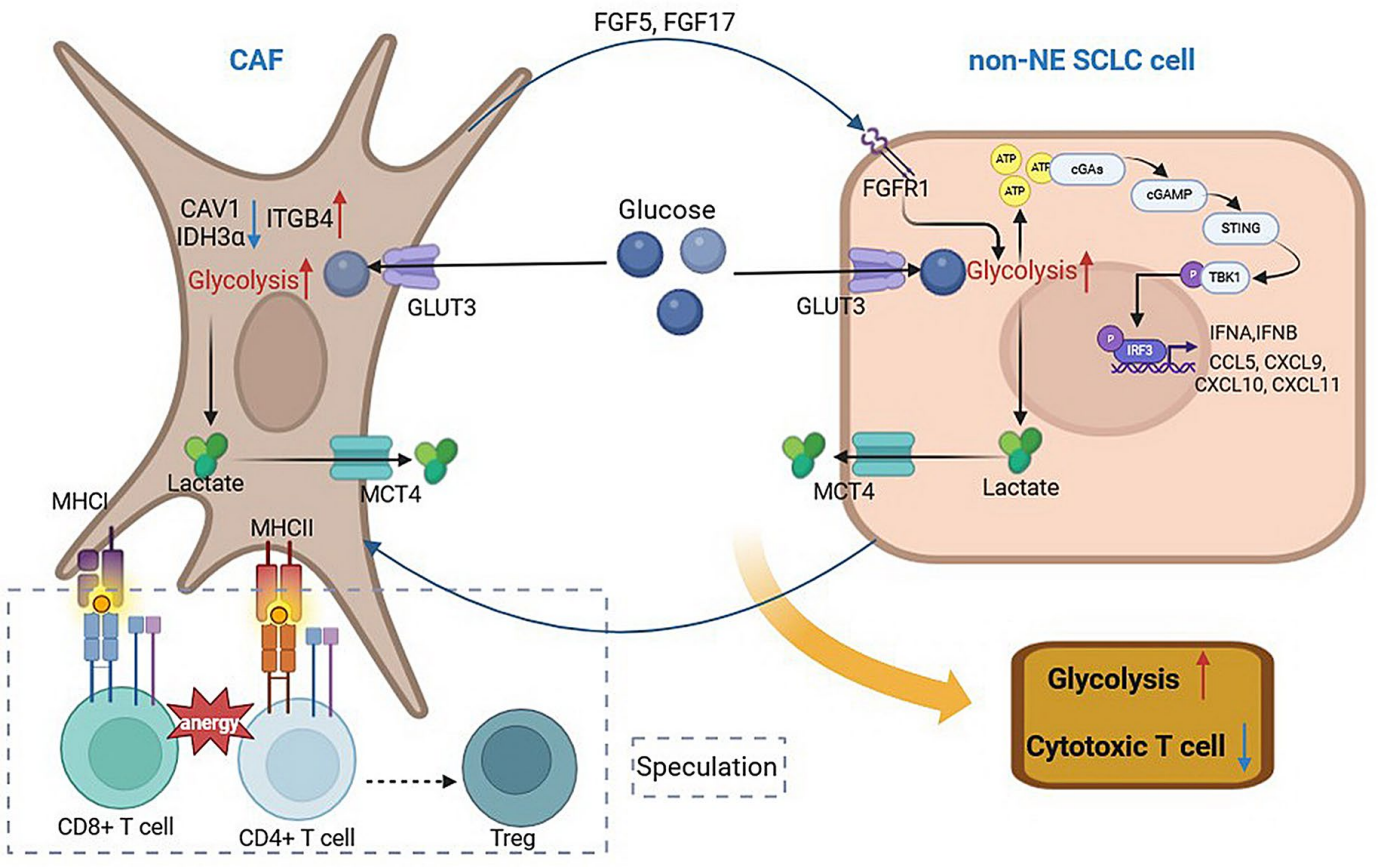
Schematic model on the crosstalk between CAF and non-NE SCLC cell and its’ impact on glycolysis and T cell function

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

Sequence data that support the findings of this study have been deposited in the Gene Expression Omnibus with the primary accession code GSE274458.

## Abbreviations

APC: Antigen presenting cell
apCAF: Antigen-presenting cancer-associated fibroblast
CAF: Cancer-associated fibroblast
cGAMP: 2′,3′-cyclic GMP-AMP
DEG: Differentially expressed gene
EV: Extracellular vesicle
HLA: Human leucocyte antigen
ICI: Immune checkpoint inhibitor
IFN: Type I interferon
IHC: Immunohistochemical staining
MDSC: Myeloid-derived suppressor cell
MHC: Major histocompatibility complex
NE: Neuroendocrine
OXPHOS: Oxidative phosphorylation
RNA-seq: RNA sequencing
SCLC: Small Cell Lung Cancer
TME: Tumor microenvironment
Treg: Regulatory T cell

# Supplementary material for: Crosstalk between cancer-associated fibroblasts and non-neuroendocrine tumor cells in small cell lung cancer involves in glycolysis and antigen-presenting features
**Source:** Mol Med. 2024 Dec 25;30:274. doi: 10.1186/s10020-024-01051-y
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary information**

Crosstalk between cancer-associated fibroblasts and non-neuroendocrine tumor cells in small cell lung cancer involves in glycolysis and antigen-presenting features

Yuanhua Lu ^1^, Hui Li ^2^, Peiyan Zhao ^2^, Xinyue Wang ^1^, Wenjun Shao ^1^, Yan Liu ^2^, Lin Tian ^1^, Rui Zhong ^2^, Haifeng Liu ^3*^, Ying Cheng ^2 4*^

**
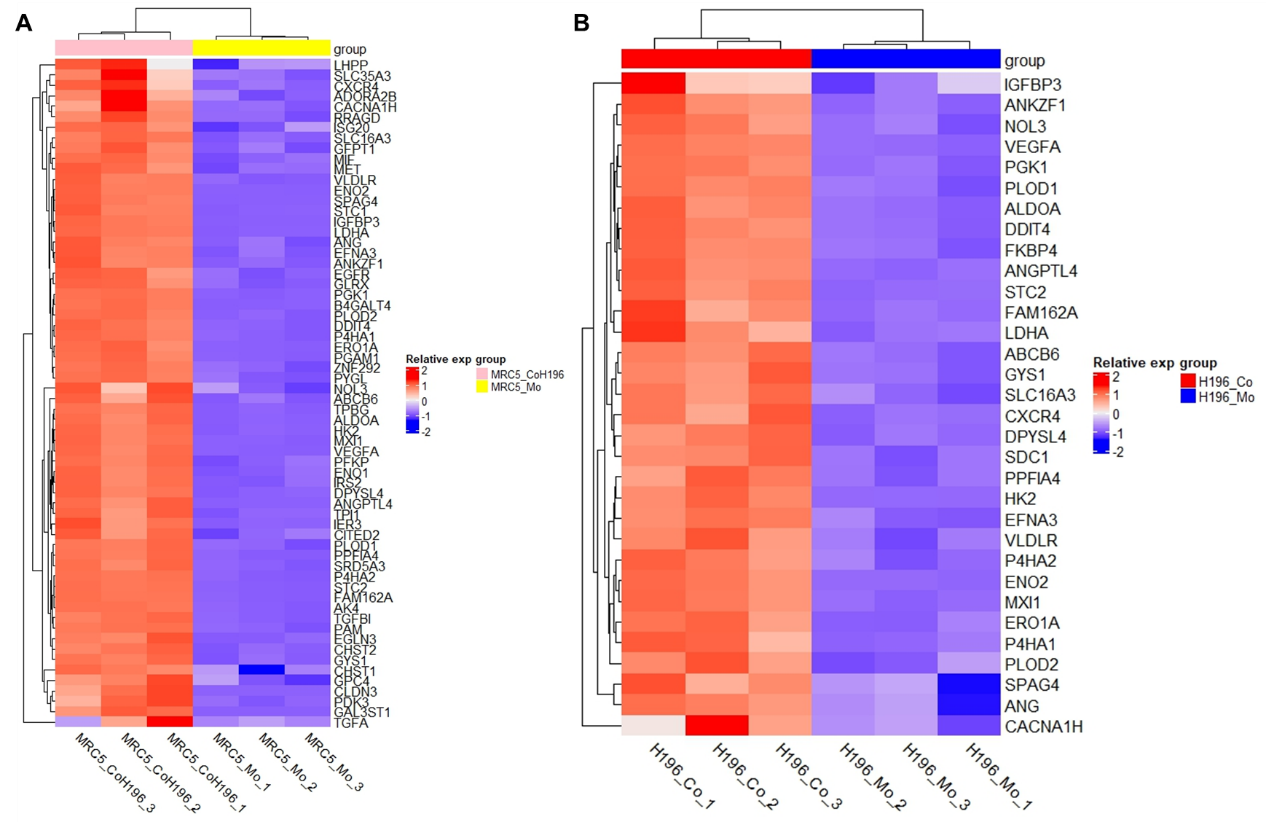
Figure S1**

Expression profile of glycolytic genes in co-cultured and individually cultured MRC5 and H196 cells. (A-B) Heatmap presents the expression of glycolytic genes in MRC5_Mo, MRC5_CoH196, H196-Mo, H196_Co cells.

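Table S2 gives the authors' log2 fold changes for 64 glycolysis genes in MRC5_coH196 and 32 in H196_Co cells, with 30 genes in both lists. Every gene of both lists belongs to the Hallmark Glycolysis set, and 43 and 22 of them also belong to the Hypoxia set. The median log2 fold change of the 60 genes tested in MRC5_coH196 cells was 1.72 and that of the 32 in H196_Co cells was 1.13. CXCR4 had counts at the detection floor in H196_Mo cells and was at least 9.79-fold higher in H196_Co cells. RRAGD was at least 7.07-fold higher in MRC5_coH196 cells. The log2 fold changes of the other 31 genes in H196_Co cells ran from 0.67 to 1.97, and those of the other 59 in MRC5_coH196 cells from 0.60 to 6.07. For these genes the largest difference from the paper's value was 0.012 in H196_Co and 0.048 in MRC5_coH196 cells. Adjusted over the list alone, 60 and 32 genes had an adjusted p under 0.05. Since the study chose the genes on these libraries, that is not independent evidence.

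**Figure D3:**
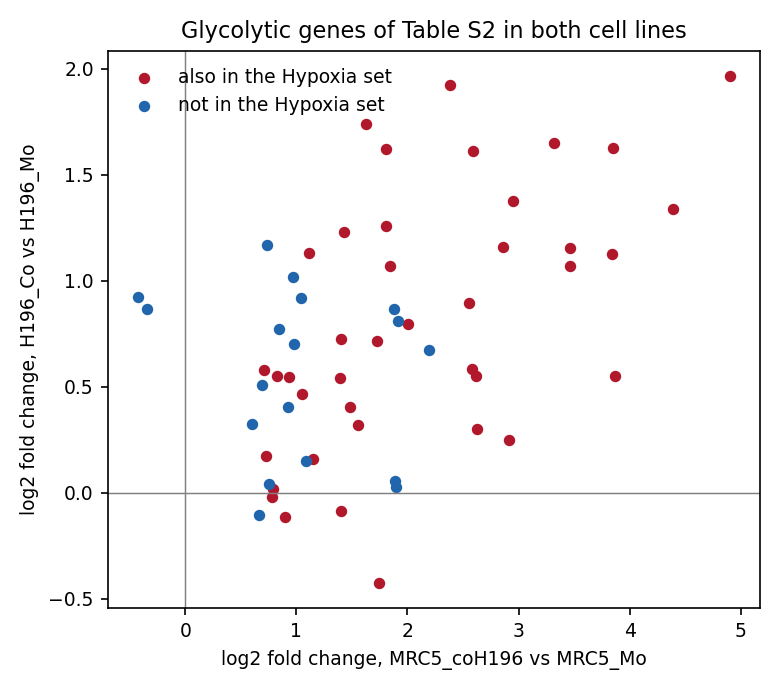
Log2 fold change in MRC5_coH196 against MRC5_Mo cells (horizontal axis) and in H196_Co against H196_Mo cells (vertical axis) of the 58 genes of Table S2 tested in both, red where the gene is also in the Hypoxia set (40) and blue where it is not (18). Of these genes 51 are higher in both, 5 are lower in H196_Co cells only, 2 are lower in MRC5_coH196 cells, and 52 lie farther from 0 in MRC5_coH196 cells.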

**Fig S2**

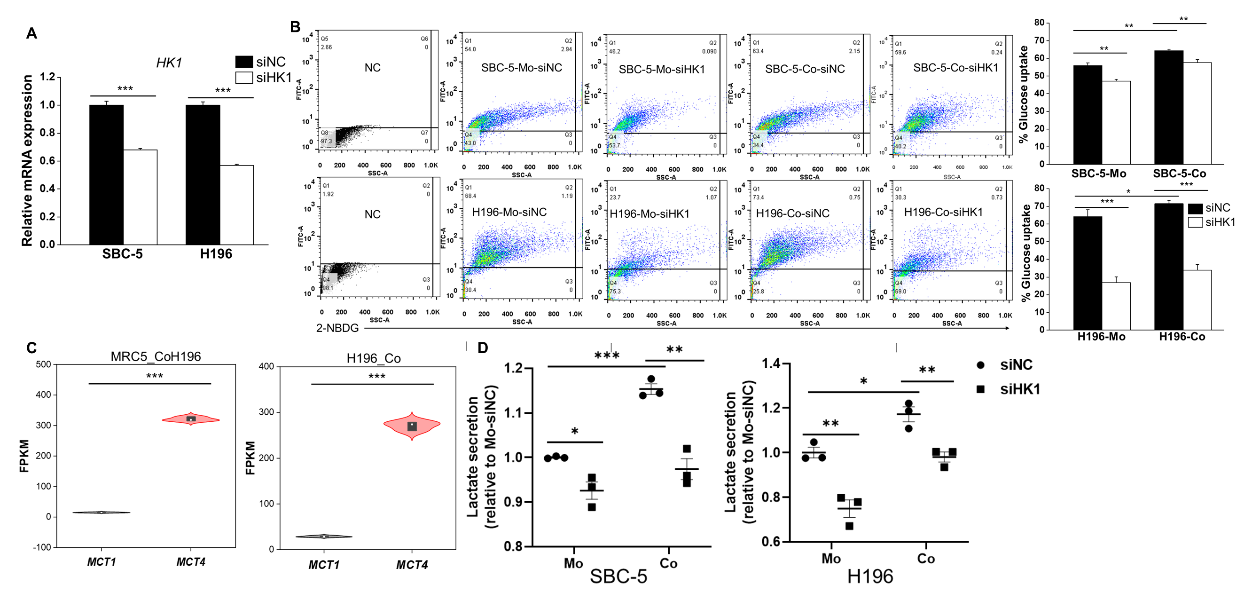
CAF promote glycolysis in non-NE SCLC cells. (A) The mRNA expression level of HK1 in SBC-5 and H196 cells after transfection with siRNA for HK1 was determined by qRT-PCR. (B) The uptake of 2-NBDG in co-cultured and individually cultured SBC-5 and H196 cells upon siHK1 or si-Scramble transfection. (C) The comparison between FPKM expression level of MCT1 and MCT4 in MCR5_coH196 and H196_Co cells. (D) Lactate concentration in co-cultured and individually cultured SBC-5 and H196 cell media upon siRNA for HK1 transfection. **P*<0.05, ***P*<0.01, ****P*<0.001.

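FPKM divides the reads on a gene by its length, which lets the levels of SLC16A3 and SLC16A1 be set side by side within a library. In MRC5_coH196 cells SLC16A3 had 319, 329 and 316 FPKM in replicates 1, 2 and 3 and SLC16A1 had 14.8, 16.3 and 14.0, ratios of 21.5, 20.2 and 22.5. In H196_Co cells SLC16A3 had 274, 260.2 and 279 FPKM and SLC16A1 had 28.3, 30.5 and 27.6, ratios of 9.68, 8.54 and 10.1. The smallest of these differences is far larger than the spread between replicates.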

**Figure S3**

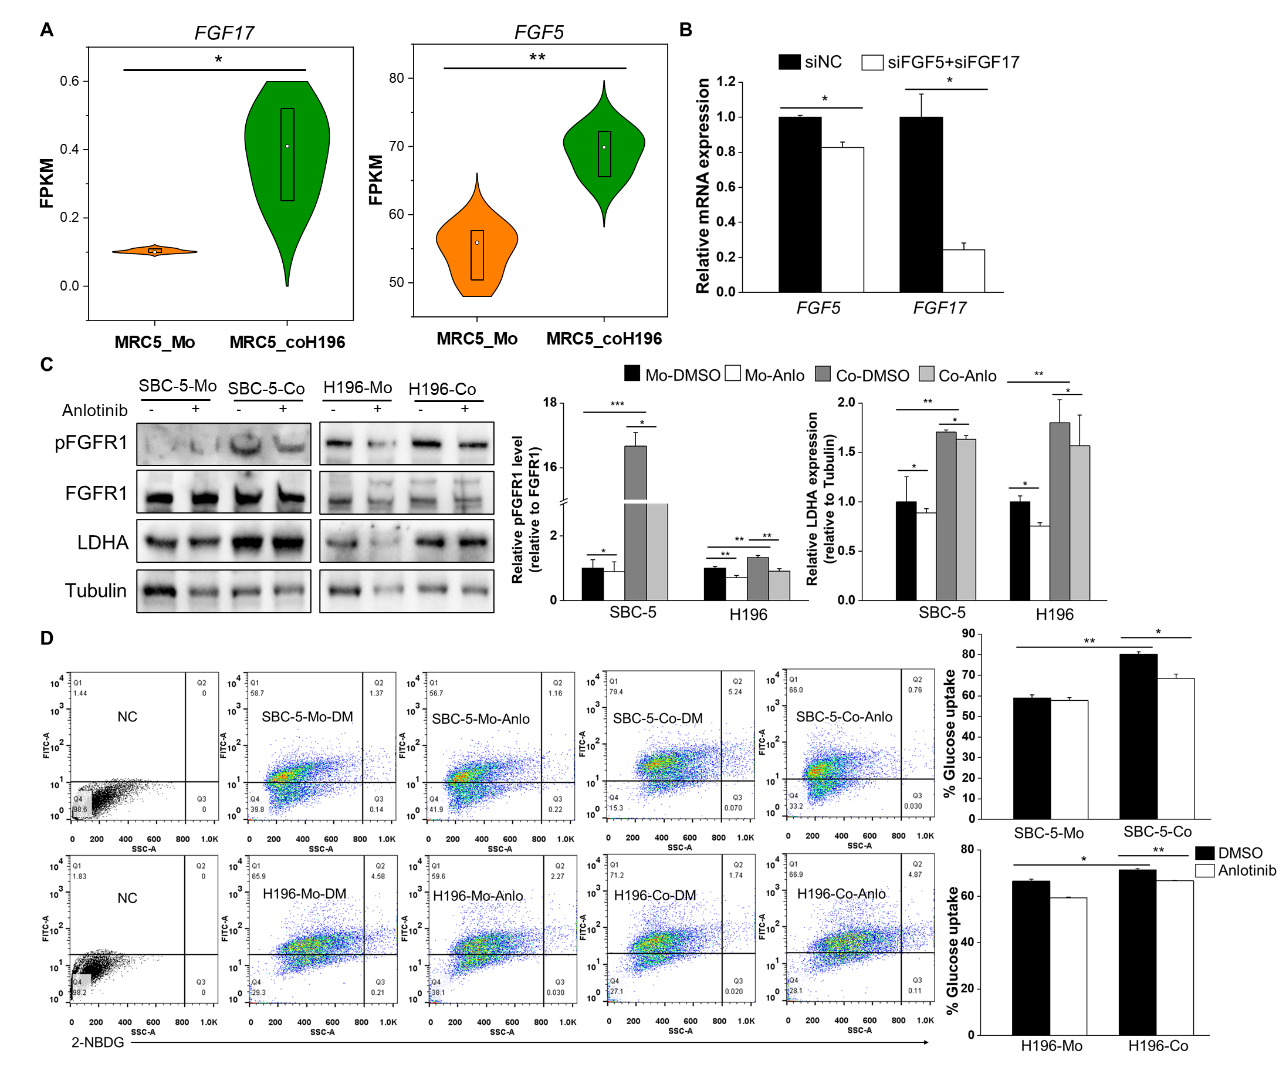
FGF/FGFR1 pathway mediates CAF promotion of glycolysis in non-NE SCLC cells. (A) The comparison between FPKM expression level of FGF5 and FGF17 in MCR5_Mo and MRC5_CoH196 cells. (B) The mRNA expression level of FGF5 and FGF17 in MRC5 cells after transfection with siRNA for FGF5 and FGF17 was determined by qRT-PCR. (C) The phosphorylated FGFR1 and expression of FGFR1 in co-cultured and individually cultured SBC-5 and H196 cells was determined using western blot analysis. (D) The uptake of 2-NBDG in co-cultured and individually cultured SBC-5 and H196 cells upon anlotinib treatment. **P*<0.05, ***P*<0.01, ****P*<0.001.

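FGF5 had 69.2 ± 3.36 FPKM (SD, n = 3) in MRC5_coH196 and 54.7 ± 3.77 FPKM (SD, n = 3) in MRC5_Mo cells. FGF17 had 0.393 ± 0.136 and 0.103 ± 0.00577 FPKM in the same groups. For neither gene did the groups overlap. The FPKM values are given to 2 decimals in the deposited table, which limits their precision for FGF17.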

**Figure S4**

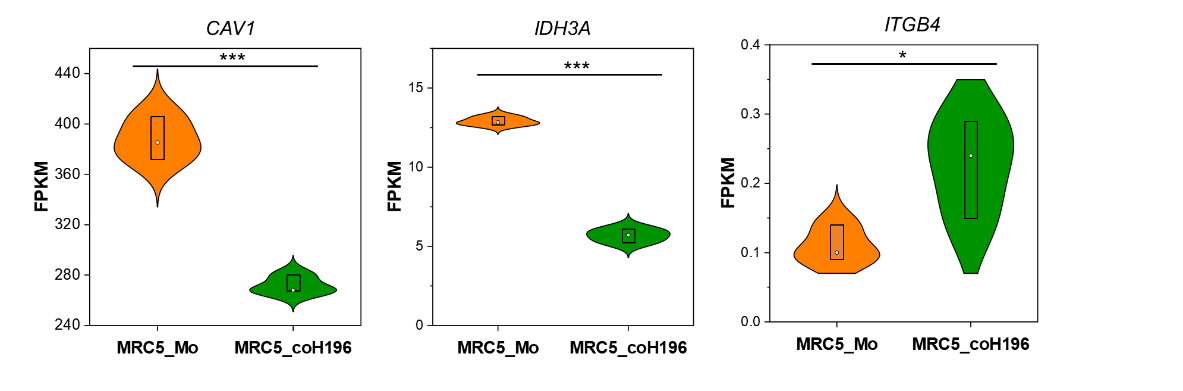
Expression of CAF metabolic phenotype regulatory factors. The comparison between FPKM expression level of *CAV1*, *IDH3A* and *ITGB4* in MCR5_Mo and MRC5_CoH196 cells. **P*<0.05, ***P*<0.01, ****P*<0.001.

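CAV1 had 272 ± 7.12 FPKM (SD, n = 3) in MRC5_coH196 and 388 ± 17.1 FPKM (SD, n = 3) in MRC5_Mo cells. IDH3A had 5.69 ± 0.436 and 12.9 ± 0.271 FPKM, and ITGB4 had 0.227 ± 0.0710 and 0.110 ± 0.0265 FPKM. The groups did not overlap for any of these genes, and 3 libraries against 3 cannot give an exact permutation p below 0.1.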

**
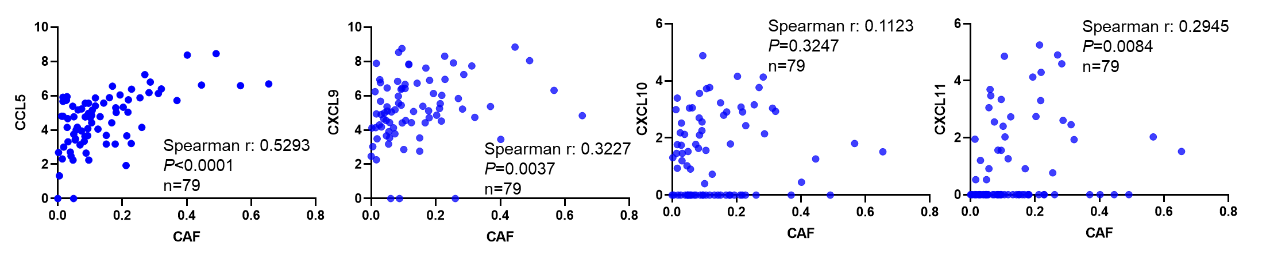
Figure S5**

The correlation between CAF abundance and expression of T cell chemo-attractants. Spearman correlation was performed to determine the correlation between CAF abundance and expression of CCL5, CXCL9, CXCL10, CXCL11 in GSe60052 dataset.

**
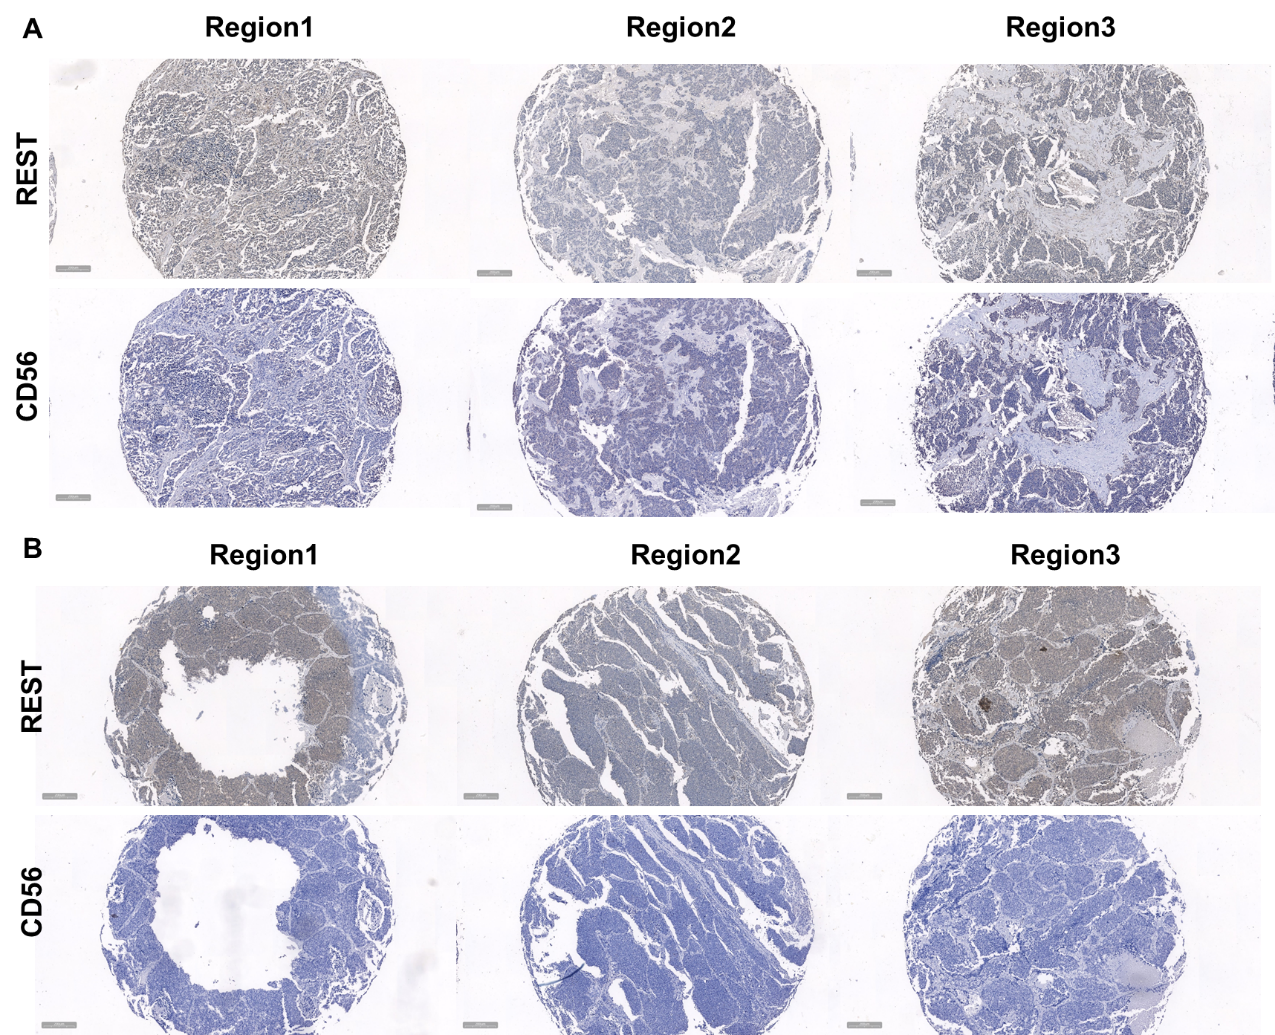
Figure S6**([Lu et al. 2024](#_ENREF_1))

Assessment of expression of NE and non-NE markers. (A-B) Expression of NE non-NE marker REST and NE marker CD56 in SCLC tissue arrays was detected by IHC.

**Premiers for qPCR**

| Genes | Sequences |
| --- | --- |
| *β-actin* | F: 5’- TCAGAAGGATTCCTATGTGGGCGA-3’ |
|  | R: 5’- TTTCTCCATGTCGTCCCAGTTGGT-3’ |
| *IFNA1* | F: 5’- GCCTCGCCCTTTGCTTTACT-3’ |
|  | R: 5’- CTGTGGGTCTCAGGGAGATCA-3’ |
| *IFNB1* | F: 5’- GCTTGGATTCCTACAAAGAAGCA-3’ |
|  | R: 5’- ATAGATGGTCAATGCGGCGTC-3’ |
| *CCL5* | F: 5’- CCAGCAGTCGTCTTTGTCAC-3’ |
|  | R: 5’- CTCTGGGTTGGCACACACTT-3’ |
| *HK1* | F: 5’-CACATGGAGTCCGAGGTTTATG-3’ |
|  | R:5’-CGTGAATCCCACAGGTAACTTC-3’ |
| *FGF5* | F:5’-CACTGATAGGAACCCTAGAGGC-3’ |
|  | R:5’-CAGATGGAAACCGATGCCC-3’ |
| *FGF17* | F:5’-CTGCTGATTCTCTGCTGTCAA-3’ |
|  | R:5’-GTAGAGTTGGTACTCGCGGAT-3’ |

**Information of antibodies**

| Antibodies | Sources |
| --- | --- |
| Tubulin | Wanleibio (Shengyang, Liaoning, china) |
| β-actin | Wanleibio (Shengyang, Liaoning, china) |
| GLUT1 | Wanleibio (Shengyang, Liaoning, china) |
| GLUT3 | Wanleibio (Shengyang, Liaoning, china) |
| HK1 | Beyotime (Beijing, China) |
| LDHA | Wanleibio (Shengyang, Liaoning, china) |
| HIF-1α | Wanleibio (Shengyang, Liaoning, china) |
| pFGFR1(Tyr653/654) | CST (Danvers, Mass, USA) |
| FGFR1 | CST (Danvers, Mass, USA) |
| STING | Beyotime (Beijing, China) |
| Antibodies | Sources |
| pTBK1/NAK (ser172) | Beyotime (Beijing, China) |
| TBK1 | Beyotime (Beijing, China) |
| pIRF3(ser396) | Beyotime (Beijing, China) |
| IRF3 | Beyotime (Beijing, China) |
| α-SMA | Abclonal (Wuhan, Hubei, China) |
| HLA-DRA | Proteintech (Chicago, Illinois, USA) |
| REST | Proteintech (Chicago, Illinois, USA) |
| CD56 | Proteintech (Chicago, Illinois, USA) |
| IFN-α | Wanleibio (Shengyang, Liaoning, china) |
| IFN-β | Beyotime (Beijing, China) |
| HRP-conjugated goat anti-Rabbit IgG (H+L) | Wanleibio (Shengyang, Liaoning, china) |
| HRP-conjugated goat anti-Mouse IgG (H+L) | Beyotime (Beijing, China) |

Reference

1. Lu Y, Li H, Zhao P, et al. Dynamic phenotypic reprogramming and chemoresistance induced by lung fibroblasts in small cell lung cancer. Sci Rep. 2024; 14(1)**:** 2884. https://doi.org/10.1038/s41598-024-52687-z.

How the deposited data were processed for this re-analysis (not part of the article)

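MRC5 fibroblasts grown alone (MRC5_Mo), with H69 cells (MRC5_coH69) or with H196 cells (MRC5_coH196), and H196 cells grown alone (H196_Mo) or with MRC5 cells (H196_Co), were sequenced with 3 libraries per group, 15 in all. The authors cleaned the reads with SOAPnuke, aligned them with HISAT to GRCh38.p13 and with Bowtie2 to the reference genes, and deposited one table for each cell line. The paper's text does not name the counting tool. The deposited expected counts are the authors' estimates of reads per gene, without normalization, and most but not all are whole numbers. The FPKM values were computed by the authors per kilobase of gene and per mapped fragment total, and are given to 2 decimals. The deposited log2 fold changes, p-values and q-values are the authors' own comparisons, made with DESeq2 according to the file headers, and were used only beside the values computed here. The remaining per-library columns, which hold TPM and the authors' normalized counts (12 columns for H196 and 18 for MRC5), and the averages per group were not used here. A second copy of each table holds the same values and was not used. Each gene's Hallmark sets and coordinates were taken from the annotation columns of the tables. A gene listed on more than one contig was given no coordinates. The reference at hand is of another GRCh38 release than the authors', so only names, gene length and GC content were taken from it, which could be matched for 97.8% of the tested MRC5 genes and 97.7% of the tested H196 genes.

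Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Library totals ran from 16073597 to 19170560 counts, and TMM factors from 0.916 to 1.05. The 10 most abundant genes held 6.68% to 9.95% of the counts of a library, and the tested genes 99.96% to 99.97%. Genes were kept by filterByExpr with the groups as design. Quasi-likelihood models were fitted to the 9 MRC5 libraries together and to the 6 H196 libraries, and two-sided tests compared MRC5_coH196 and MRC5_coH69 with MRC5_Mo, MRC5_coH196 with MRC5_coH69, and H196_Co with H196_Mo. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.58. Standard errors of log2 fold changes are the log2 fold change divided by the square root of the F statistic. CPM values are scaled by the TMM factors, apart from those of marker genes, the limits that a count of 0 allows and the ratio of H196_Co to MRC5_Mo, which use library totals alone. A fold change against a group with at most 3 counts in every library is given as a lower bound. Because each group has 3 libraries, an exact permutation test of one gene cannot give a p below 0.1, and 10% of genes would show groups that do not overlap by chance.

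Over-representation of the 50 Hallmark sets among upregulated DEGs, and likewise among downregulated DEGs, was tested with one-sided Fisher's exact tests against all tested genes. Shifts of whole sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, both adjusted over the sets. 12 lists of genes were tested in the same way and adjusted over the lists. They cover genes the study names for its libraries, genes it measured in other assays, glycolysis, hypoxia, TGF-β targets, antigen presentation and interferon-stimulated genes. The others cover co-stimulation (with the inhibitory ligands CD274 and PDCD1LG2), neuroendocrine genes, fibroblast genes, myofibroblastic CAF genes and inflammatory CAF genes. PCA used log2 CPM of the tested genes. On simulated data built from these tables with 200 changed genes, edgeR recovered 200 in both tables, with 1 false call among 12713 genes for MRC5 and 2 among 12746 for H196. DESeq2 1.42.0 recovered 199 and 200, with 0 false calls, and camera recovered the one raised set of 100 genes in each table. In the gene tests, the changed genes were few, well above the filter on low counts and changed by more than the limit for a DEG. Such recovery does not speak to smaller changes, to genes with few counts or to comparisons in which most genes change.

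The comparisons, lists, alternatives and the rule for naming genes were set before the data were examined, apart from one alternative named with the results on H196 marker genes. The genes named are those the study names for its libraries, the 3 with the largest rise and the 3 with the largest fall in each comparison with a mono-culture among DEGs with a mean of at least 10 CPM over the libraries of the model and groups that do not overlap, members of the lists where a list is reported, and genes of Table S2. The alternatives were DESeq2 size factors, a DESeq2 Wald test, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other filters on low counts, other limits on the fold change and the adjusted p, the replicate number as a block, only the groups compared, other backgrounds and gene lists, fry and an estimated correlation, other scalings of the PCA, and each library left out in turn. Markers of H196 RNA had at least 20 CPM in every H196 library and under 0.5 CPM in every MRC5_Mo library. A correction for gene length and GC content was made for patterns that such a bias could give. Some of the listed genes, among them CD80, CD86, IFNA1 and CXCL9, were not analysed here. The result of one gene is not reported here. Protein, qPCR, metabolite, SBC-5 and tissue measurements were not analysed here.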

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

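All tests of explanations in this part were chosen only after the result was seen. They were run on the libraries in which the patterns were found, so what they leave open is a hypothesis.

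Sets of genes linked to proliferation and to biosynthesis, which the paper does not discuss, were lower in MRC5_coH196 than in MRC5_Mo cells. The median log2 fold change was -0.52 for E2F targets (36 of 200 genes higher, camera adjusted p = 1.44e-10), -0.44 for the G2M checkpoint (46 of 198, 3.72e-07), -0.40 for MYC targets V1 (42 of 200, 4.89e-09) and -0.78 for MYC targets V2 (4 of 58, 1.44e-10). Smaller falls were found for oxidative phosphorylation (-0.22, 43 of 199 genes higher, 9.16e-06), DNA repair (-0.24, 47 of 148, 0.00917) and fatty acid metabolism (-0.21, 47 of 128, 0.0465). Of these, the paper does discuss oxidative phosphorylation in CAFs. E2F targets (-0.14, 22 of 200 genes higher, camera adjusted p = 1.22e-18) and the G2M checkpoint (-0.12, 41 of 198, 7.17e-13) were also lower in MRC5_coH69 cells. So were MYC targets V1 (-0.066, 19 of 200, 1.36e-10) and MYC targets V2 (-0.13, 4 of 58, 1.36e-10). The camera calls did not pass with an estimated correlation in either co-culture. The 513 tested genes of the E2F, G2M and MYC sets together had a median log2 fold change of -0.43 in MRC5_coH196, -0.091 in MRC5_coH69 and -0.017 in H196_Co cells. After a correction for gene length and GC content, which moved log2 fold changes by a median of 0.10, the median of these sets relative to all genes was still -0.37, which argues against that bias as the whole cause. On log2(FPKM + 1) it was -0.42 relative to all genes, but a scaling that moves all genes of a library alike drops out of such a value, so it does not test the scaling. RNA from H196 cells would raise these genes, since their median log2 ratio of H196_Co to MRC5_Mo was 0.80. A slower cell cycle of MRC5 cells in co-culture stays open as a hypothesis, and the fall was smaller with H69 than with H196 cells. Growth was not measured in these libraries. Differences in cell density between the groups were not tested.

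Genes that H196 cells express and MRC5_Mo cells lack had counts in MRC5_coH196 libraries. Over 95 such markers the median level in MRC5_coH196 cells, above that in MRC5_Mo cells, was 0.352% of the level in H196_Co cells (SD 0.298 over 3 libraries, lowest 0, highest 0.562), and 0 in MRC5_coH69 cells. Of the markers, 88 were above MRC5_Mo in MRC5_coH196 cells and 25 in MRC5_coH69 cells. The counts on all markers together were 527 in MRC5_Mo, 2622 in MRC5_coH196 and 539 in MRC5_coH69 libraries. The most abundant marker, MAGEA4, with 772 CPM in H196_Co cells, had 127 counts in MRC5_coH196 libraries and 0 in those of MRC5_Mo and MRC5_coH69. An exchange of reads in both directions would also put MRC5 RNA into H196_Co libraries, but over 195 MRC5 markers the median share there was 0. Reads shared within gene families do not account for the counts, since outside the families the median share was 0.361% over 73 markers. A share of H196 RNA in the libraries remains a candidate explanation. Across the 33 markers without a count in MRC5_Mo and MRC5_coH69, the levels in MRC5_coH196 and H196_Co cells were correlated (Spearman's rho 0.62 across genes, which are not independent replicates). Induction of these genes in MRC5 cells cannot be told apart from it. Of these 33 markers, 84.8% had their lowest value in MRC5_coH196 replicate 3, but one library decides nothing. The median share of these markers was 0.402%, 0.690% and 0% in MRC5_coH196 replicates 1, 2 and 3. Without replicate 3 the median over all markers was 0.497%, and without replicate 2 it was 0.244%. Over the other marker rules the median ran from 0.297% (50 and 0.1 CPM as limits) to 0.369% for markers with no count in any MRC5_Mo or MRC5_coH69 library, a rule chosen after seeing the data. Whether such RNA came through the membrane, from cells or at the bench was not tested. Of the 2207 upregulated DEGs in MRC5_coH196 cells, a share of this size could give at least 50% of the rise for 6. These are ABCA3, ELAPOR2, NTSR1, NUP210, STAG3 and TPD52. TGFA, a gene of Table S2 that was not tested, had 16 counts in MRC5_coH196 and 1 in MRC5_Mo libraries. The share would give 318.6% of its rise, but at most 1.2% for CLDN3, GAL3ST1 and CXCR4, which were not tested either.

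Among the DEGs shared by the MRC5 co-cultures, 8 changed in opposite directions, and the log2 difference between MRC5_coH196 and MRC5_coH69 cells was -1.33 for CCL2, 1.28 for CXCL12, -1.91 for HBD, 1.57 for KCNQ5, -1.77 for LAMA3, -2.60 for MYH11, -1.32 for RASL11B and -1.26 for TSPAN12. A test of these differences adds little, since the genes were chosen for their opposite changes. CCL2 fell in MRC5_coH196 cells (log2 fold change -0.65) and rose in MRC5_coH69 cells (0.68), while CXCL12 did the reverse (0.67 and -0.61). On log2(FPKM + 1) and on log2(FPKM + 0.1), 5 of the 8 were called in both comparisons and opposite, against 7 with limma on log2 CPM. After correction for gene length and GC content 6 of 8 were. The last value argues against a length or GC bias as the whole cause. The log2 fold changes on FPKM were centred on all genes, so they do not test the scaling of the libraries. RNA from H196 cells could lift only genes higher in MRC5_coH196 cells, and for 0 of the 2 such genes (CXCL12 and KCNQ5) did the marker share reach at least 50% of the rise. Reads shared between HBD and its paralogs were not tested. A response that depends on the partner cell line stays open as a hypothesis. The H69 and H196 lines differ in more than their NE class, and one line of each class was used, so the class and the line are confounded.

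Between the partners of the co-culture, 22 genes were DEGs in both MRC5_coH196 and H196_Co cells with opposite directions. A test of the difference adds little, since the genes were chosen for their opposite changes. The 11 genes higher in MRC5_coH196 and lower in H196_Co cells were ABCA1, BMF, DACT1, HDAC9, IFIT2, INSIG1, NCAM2, NR4A3, RGPD4, RRAD and TP53INP1. The 11 with the reverse pattern were EGR1, FOS, GALNT16, HMOX1, IGFBP2, IL6R, MMP15, NPTXR, OR7E24, PDGFA and UCN2. They were outnumbered by the 220 genes that rose in both. On FPKM, 18 of the 22 were called in both and opposite at the lower of the pseudocount settings, against 21 with limma on log2 CPM, and after correction for gene length and GC content 19 were. For 0 of the 11 genes higher in MRC5_coH196 cells did H196 RNA account for at least 50% of the rise. The last values argue against a length or GC bias and against H196 RNA as the whole cause. The values on FPKM were centred and do not test the scaling of the libraries. Over the 11743 genes tested in both lines, the test of the difference between the changes gave an adjusted p under 0.05 for 6631. Whether this reflects a difference between fibroblasts and SCLC cells in their response to co-culture stays open as a hypothesis. Reads shared between paralogs were not tested for RGPD4 and OR7E24. The lines were compared across separate models, and cell line and any difference in handling between the tables are confounded.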

How the results depend on the processing

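Across 63 results and 44 alternatives, 794 values kept their direction and their side of the threshold, or stayed within the spread of the replicates or within 1.5 times the main count. Of the others, 13 no longer passed the threshold, 6 newly passed it, 6 reversed and 36 moved. Where no cause is named, the cause was not tested.

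The numbers of DEGs depended most on the limits. In the order MRC5_coH196, MRC5_coH69, MRC5_coH196 against MRC5_coH69, and H196_Co, they were 2643, 8, 2213 and 91 with glmTreat against a log2 fold change of 0.58, 9522, 859, 9269 and 2538 with no fold change limit, and 1564, 9, 1353 and 147 with a limit of 1. An adjusted p under 0.001 left 36 DEGs in MRC5_coH69 and 253 in H196_Co cells. The DESeq2 Wald test gave 44 in MRC5_coH69 cells, and limma on log2(FPKM + 1) gave 18 in MRC5_coH69 and 190 in H196_Co cells. The order of the comparisons by number of DEGs was the same in these settings where all were run. The DEGs shared by the MRC5 co-cultures numbered 3 with glmTreat, 776 with no fold change limit, 6 with a limit of 1, 21 with an adjusted p under 0.001 and 10 with log2(FPKM + 1). With a limit of 1, 20 genes of Table S2 were upregulated in H196_Co cells. Across the fits that each left out one library, the numbers of DEGs ran from 3961 to 4155, from 48 to 85, from 3505 to 3681 and from 424 to 517, and the shared DEGs from 28 to 54.

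The correlation of the log2 fold changes between MRC5_coH196 and H196_Co was 0.16 with all genes that had a count, and ran from 0.36 (without H196_Co replicate 2) to 0.46 with one library left out. The PCA distance ratio was 4.98 with the 500 most variable genes, 3.66 with a prior count of 0.5, 4.50 on log2(FPKM + 1), 2.62 with genes scaled to unit variance and 4.31 with the libraries as variables, and from 3.48 (without MRC5_Mo replicate 1) to 3.88 with one library left out.

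The over-representation of the TGF-β set in MRC5_coH196 cells lost its call with a fold change limit of 1 (odds ratio 1.60, adjusted p = 0.394) and on log2(FPKM + 0.1) (1.90, adjusted p = 0.141). With one library left out it ran from 1.90 to 2.55, and lost its call without MRC5_Mo replicate 1 or MRC5_coH196 replicate 3 (2.02). The Glycolysis shift in MRC5_coH196 cells lost its call with all genes that had a count (0.17, adjusted p = 0.0556), with at least 10 counts in every library (0.16, 0.0618), and with the replicate block together with that filter (0.16, 0.0676). With the correlation estimated, the shifts of Glycolysis (0.19 in MRC5_coH196 and 0.079 in H196_Co cells), Hypoxia (1.02 and 0.36), the TGF-β set (0.37) and the antigen presentation list in MRC5_coH69 cells (0.12) no longer passed, with adjusted p from 0.129 to 0.532. The median is the same there by construction, since this setting changes only the test. Fry, which does not compare a list with the other genes, called the antigen presentation list in MRC5_coH196 cells (0.40, adjusted p = 0.0028), where the alternatives ranged up to 0.738. That list in H196_Co cells, not called in any setting, reversed on log2(FPKM + 1) (-0.014) and log2(FPKM + 0.1) (-0.030), and ran from -0.064 (without H196_Co replicate 1) to 0.089 with one library left out (-0.017 without H196_Mo replicate 1).

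Of the named genes, SLC16A1 in H196_Co cells reversed on log2(FPKM + 1) (-0.039) and log2(FPKM + 0.1) (-0.040), within its error. HLA-B in MRC5_coH69 cells newly passed with all genes that had a count (0.15, adjusted p = 0.0457), the replicate block (0.15, 0.0434) and the block with a filter of 10 counts (0.15, 0.0366), and ran from 0.094 to 0.21 with one library left out. The replicate numbers were not found to pair the libraries. The residuals of libraries with the same number had correlations between -0.15 and 0.081, and 0 of the 3 pairs between any groups passed 0.1. No odds ratio could be given for the hypoxia list in MRC5_coH196 cells, because all of its 18 genes were upregulated DEGs. TPM was not run for the ratio of SLC16A3 to SLC16A1, because within a library it gives the ratio that FPKM gives.

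With 3 libraries against 3 there are 10 splits of the libraries, so no result can be rarer than 1 in 10 among them. Only 1 of the 10 splits, the real one, gave as many DEGs as found, in each of the 4 comparisons. The same held, with 1 of 10, for the shifts of the Hypoxia, Glycolysis and TGF-β sets and the antigen presentation list in MRC5_coH196 cells, for the antigen presentation list in MRC5_coH69 cells and for the Hypoxia and Glycolysis sets in H196_Co cells. For the antigen presentation list in H196_Co cells, 6 of 10 splits gave a shift as large. Depth limits the results for genes with few counts, among them FGF17, ITGB4, HLA-DRA, HLA-DRB1 and CXCL10.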

Differences from the paper's values

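The paper gives 42 DEGs in MRC5_coH69 cells, and 71 were found here. Of the alternatives set before the data were examined, an adjusted p under 0.001 (36), the DESeq2 Wald test (44) and limma on log2(FPKM + 0.1) (48) came closest. The others were farther off. DESeq2 size factors gave 69, all genes with a count 82, at least 10 counts in every library 73 and the replicate block 70. The block with that filter gave 71, glmTreat 8, no fold change limit 859 and a limit of 1 gave 9. On log2(FPKM + 1) the count was 18, and with the groups compared alone it was 77.

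The paper shows about 24 shared DEGs of MRC5_coH196 and MRC5_coH69 cells in Fig. 1C, read by eye, against 40 here. An adjusted p under 0.001 (21), the DESeq2 Wald test (27) and limma on log2(FPKM + 0.1) (27) came closest. The other alternatives ran from 3 to 776. The DEGs found only in MRC5_coH69 cells number about 18 in Fig. 1C, read by eye, against 31 here. The same settings came closest, with 15, 17 and 21, and the others ran from 3 to 83.

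The second principal component holds about 2.1% of the variance in Fig. 1D, read by eye, against 4.38% here. The alternatives set before the data were examined that were run for this value differed from the paper too: the libraries as variables gave 0.89%, the 500 genes with the largest variance 3.51%, a prior count of 0.5 gave 4.85%, genes scaled to unit variance 8.66%, log2(FPKM + 1) 3.47% and log2(FPKM + 0.1) 4.33%.

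The authors' deposited comparisons, at the same limits, gave 4011 DEGs in MRC5_coH196 cells (2213 higher, 1798 lower), 42 in MRC5_coH69 cells, 3533 between the co-cultures and 346 in H196_Co cells. Of these, 3821, 42, 3340 and 338 were also DEGs here.

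The paper's text states that TGF-β signaling was not enriched, while its Fig. 2A lists the set among those of the genes upregulated in MRC5_coH196 cells. The over-representation here had an odds ratio of 2.35 (adjusted p = 0.0173). It did not pass with a fold change limit of 1 (odds ratio 1.60, adjusted p = 0.394) or on log2(FPKM + 0.1) (1.90, adjusted p = 0.141), where the adjusted p over the alternatives ran from 6.48e-06 to 0.394.

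The paper states that many HLA genes were expressed in MRC5_coH196 but not in MRC5_Mo cells. Here HLA-B had 494 FPKM and HLA-C 415 FPKM in MRC5_Mo cells, while HLA-DRB1 had 0 to 1 counts per library there and 5 to 10 in MRC5_coH196 cells.

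FGF17 was not tested here, and the authors' deposited table gives it a log2 fold change of 2.23 (q = 0.00381). FGF5 (log2 fold change 0.51) and CAV1 (-0.34), which the paper reports as changed, had an adjusted p under 0.05 but not the fold change of a DEG, and both are called with no fold change limit.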

Other observations

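The tests of the Glycolysis set were chosen only after the result was seen, and that of the Hypoxia set in MRC5_coH69 cells before.

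Glycolysis and Hypoxia share genes, and the overlap was weighed as a source of the rise of the Glycolysis set. In MRC5_coH196 cells the Glycolysis genes outside the Hypoxia set were not over-represented among upregulated DEGs (odds ratio 0.920), while the 58 genes in both sets had an odds ratio of 12.8. Shared genes may thus account for the over-representation of Glycolysis in MRC5_coH196 cells. In H196_Co cells the genes outside the Hypoxia set had an odds ratio of 3.08, which argues against the overlap as the whole cause of the over-representation there. The shift of the whole set is another matter. The median log2 fold change of the genes outside the Hypoxia set was -0.14 in MRC5_coH196 and 0.010 in H196_Co cells, against 1.40 and 0.55 for the genes in both sets. For the shift, this split cannot tell the overlap from a rise of glycolysis genes as such in either line. A median near 0 over genes that go both ways decides nothing, and the shared genes include the enzymes HK2, ALDOA, PGK1 and LDHA. On the list of 18 glycolysis genes, all 18 were higher in MRC5_coH196 and in H196_Co cells (median log2 fold changes 1.11 and 0.91). Such genes did rise, but whether they rose as part of a hypoxia response is not settled by this. The difference between the cell lines in this respect was not tested. The small rise of the Hypoxia set in MRC5_coH69 cells stayed after correction for gene length and GC content (median 0.064 relative to all genes), which argues against that bias as the whole cause. No other explanation was tested for it.

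The log2 fold changes in MRC5_coH196 and H196_Co cells were correlated across 11743 genes (Pearson's r 0.44, Spearman's rho 0.35, and r 0.41 without the Hypoxia and Glycolysis sets). The genes are not independent replicates. Of these genes 220 rose in both, where 51.2 would be expected if the changes were independent, and 50 of the 220 belong to the Hypoxia set. 24 fell in both.

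In MRC5_coH69 cells, 21 Hallmark sets passed camera (13 higher, 8 lower), 20 of them also under fry and 0 under an estimated correlation, where 7 had an unadjusted p under 0.05. One set was over-represented among the upregulated DEGs, epithelial-mesenchymal transition, with 6 of 191 genes (odds ratio 8.50, adjusted p = 0.00721).

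Of the 12 lists, those of 18 glycolysis genes, 18 hypoxia genes and 22 TGF-β targets had median log2 fold changes of 1.11, 2.71 and 0.45 in MRC5_coH196 cells (camera adjusted p = 2.88e-09, 2.7e-11 and 8.21e-06). Of their tested genes, 17, 18 and 20 had an adjusted p under 0.05 over all genes and 17, 18 and 21 when adjusted over the list alone. In MRC5_coH69 cells the medians were 0.020, 0.27 and 0.12 (0.145, 2.64e-06 and 2.64e-06), with 2, 8 and 7 genes over all genes and 4, 9 and 9 adjusted over the list alone. In H196_Co cells they were 0.91, 1.11 and 0.050 (6.48e-19, 6.48e-19 and 0.644), with 17, 15 and 7 genes over all genes and 17, 15 and 8 adjusted over the list alone. With a correlation estimated from the data, the adjusted p for the glycolysis, hypoxia and TGF-β lists was 0.203, 0.0463 and 0.0406 in MRC5_coH196, 0.665, 0.125 and 0.0293 in MRC5_coH69 and 0.223, 0.0953 and 0.682 in H196_Co cells, so the camera calls of the glycolysis list, and of the hypoxia list in MRC5_coH69 and H196_Co cells, did not pass.

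The list of genes that the study names for its libraries had medians of 0.74 in MRC5_coH196, 0.095 in MRC5_coH69 and 0.23 in H196_Co cells (camera adjusted p = 0.0358, 0.23 and 0.0458, and 0.203, 0.513 and 0.53 with an estimated correlation), with 12, 2 and 7 genes over all genes and 14, 5 and 8 adjusted over the list alone. Since the study chose these genes on these libraries, this is not independent evidence. The genes it measured in other assays had medians of 0.25, 0.048 and 0.16 (0.242, 0.23 and 0.371), with 10, 2 and 3 genes, and 10, 2 and 5 adjusted over the list alone. The antigen presentation list in H196_Co cells had a median of 0.043 (0.66), with 4 genes over all genes and 5 adjusted over the list alone. For the genes measured in other assays, fry gave an adjusted p of 6.2e-07 in MRC5_coH196, 0.103 in MRC5_coH69 and 0.00372 in H196_Co cells.

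The fibroblast list had a median of -0.43 in MRC5_coH196 cells (6 of 10 lower, camera adjusted p = 0.238), 0.12 in MRC5_coH69 cells (10 of 10 higher, 0.000217, and 0.268 with an estimated correlation) and -0.014 in H196_Co cells (0.739). The difference between the MRC5 co-cultures was -0.61 (0.0567). In MRC5_coH196 and MRC5_coH69 cells 10 and 2 genes passed over all genes and 10 and 6 adjusted over the list alone. In H196_Co cells 0 passed either way, and 2 had an unadjusted p under 0.05. The myofibroblastic CAF list, which shares COL1A1, COL3A1 and POSTN with it, had medians of -0.19 (8 of 12 lower, 0.238), 0.17 (12 of 12 higher, 2.64e-06) and 0.29 (0.0169), with 11, 7 and 1 genes over all genes and 11, 10 and 2 adjusted over the list alone, and the co-cultures differed by -0.36 (0.0304). With an estimated correlation these calls did not pass (0.125 in MRC5_coH69 cells, 0.344 in H196_Co cells and 0.394 between the co-cultures). The inflammatory CAF list had medians of 0.70 (6 of 8 higher, 0.238), 0.28 (0.23) and 0.23 (0.827), with 8, 5 and 3 genes over all genes and 8, 5 and 3 adjusted over the list alone. All 10 genes of the fibroblast list passed the filter on low counts in MRC5 cells, which are fibroblasts. Camera did not call the fibroblast, myofibroblastic CAF and inflammatory CAF lists in MRC5_coH196 cells. Fry did, with adjusted p of 4.91e-05, 6.42e-05 and 0.000481, but it does not compare a list with the other genes, most of which also changed there.

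The interferon-stimulated list had medians of 0.36 in MRC5_coH196 (camera adjusted p = 0.3), 0.15 in MRC5_coH69 (0.145) and -0.085 in H196_Co cells (0.432). 12 and 1 genes passed in MRC5_coH196 and H196_Co cells over all genes, and 12 and 1 adjusted over the list alone. In MRC5_coH69 cells 0 passed either way, and 3 had an unadjusted p under 0.05. Of the Hallmark interferon alpha set, 5 of 74 genes were downregulated and 1 upregulated DEGs in H196_Co cells (one-sided Fisher's exact test for the downregulated, odds ratio 12.7, adjusted p = 0.00134). For the interferon gamma set 5 of 135 were downregulated and 2 upregulated (6.73, adjusted p = 0.0108). Camera called neither set (adjusted p = 0.414 and 0.673). The co-stimulation list, of which 6 genes were tested, also holds CD274 and PDCD1LG2, which encode inhibitory ligands of PD-1. It had medians of 0.67 in MRC5_coH196 (camera adjusted p = 0.238), -0.11 in MRC5_coH69 (0.991) and 0.26 in H196_Co cells (0.0788). In MRC5_coH196 cells 5 genes, among them CD274 and PDCD1LG2, passed both over all genes and adjusted over the list alone. In MRC5_coH69 cells 0 passed over all genes, 1 adjusted over the list alone and 2 at an unadjusted p under 0.05, and in H196_Co cells 0, 0 and 3. CD40 rose in MRC5_coH196 cells with a log2 fold change of 1.28 (adjusted p = 1.85e-05) and PDCD1LG2 fell by 0.24 on the log2 scale (adjusted p = 0.00511). The neuroendocrine list had medians of -0.033 over 2 tested genes in MRC5_coH196 (0.519), -0.21 in MRC5_coH69 (0.23) and 0.024 over 4 in H196_Co cells (0.827). In MRC5_coH196 cells 1 gene passed over all genes and 1 adjusted over the list alone. In MRC5_coH69 and H196_Co cells 0 genes passed either way and 0 had an unadjusted p under 0.05. Fry gave adjusted p of 0.229, 0.000481 and 0.000951 for the interferon-stimulated, co-stimulation and neuroendocrine lists in MRC5_coH196 cells.

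RNA of genes that the paper measured in other ways was as follows. SLC2A1 rose in MRC5_coH196 cells (log2 fold change 2.70, adjusted p = 8.91e-23) and in H196_Co cells (1.26, 7.07e-11), and SLC2A3 rose in both (3.67, 5.03e-26, and 1.63, 4.63e-12). HIF1A was higher in MRC5_coH196 (0.39, 5.93e-09) and lower in H196_Co cells (-0.38, 0.000912), and the difference between the lines was 0.76 (3.16e-08). ACTA2 was lower in MRC5_coH196 (-0.46, 1.22e-07) and higher in MRC5_coH69 cells (0.49, 2.49e-06). FGFR1 in H196_Co cells changed by 0.17 (0.0979), STING1 by -0.31 (0.0653), TBK1 by -0.08 (0.534) and IRF3 by 0.16 (0.134), none of which passed the adjustment. CCL5 had 4 to 9 counts per library in H196_Co and 3 to 7 in H196_Mo cells, and IFNB1 had 0 to 1 counts in every H196 library, so changes were not detectable at this depth. CXCL10 was at least 2.39-fold lower in MRC5_coH196 than in MRC5_Mo cells, with 0 to 3 counts per library against 6 to 11.

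In MRC5_coH196 cells NLRC5 (log2 fold change -0.93, adjusted p = 2.3e-10), TAP2 (-0.82, 5.79e-12) and PSMB10 (-0.61, 1.59e-07) were lower, although HLA-B and HLA-C were higher. TAP1 did not change significantly (0.04, 0.536). In H196_Co cells HLA-B and HLA-C had log2 fold changes of 0.26 and 0.25 (adjusted p = 0.0184 and 0.0231).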
